# Hyper- and hypo- nutrition studies of the hepatic transcriptome and epigenome suggest that PPARα regulates anaerobic glycolysis

**DOI:** 10.1038/s41598-017-00267-9

**Published:** 2017-03-14

**Authors:** Anthony R. Soltis, Shmulik Motola, Santiago Vernia, Christopher W. Ng, Norman J. Kennedy, Simona Dalin, Bryan J. Matthews, Roger J. Davis, Ernest Fraenkel

## Abstract

Diet plays a crucial role in shaping human health and disease. Diets promoting obesity and insulin resistance can lead to severe metabolic diseases, while calorie-restricted (CR) diets can improve health and extend lifespan. In this work, we fed mice either a chow diet (CD), a 16 week high-fat diet (HFD), or a CR diet to compare and contrast the effects of these diets on mouse liver biology. We collected transcriptomic and epigenomic datasets from these mice using RNA-Seq and DNase-Seq. We found that both CR and HFD induce extensive transcriptional changes, in some cases altering the same genes in the same direction. We used our epigenomic data to infer transcriptional regulatory proteins bound near these genes that likely influence their expression levels. In particular, we found evidence for critical roles played by PPARα and RXRα. We used ChIP-Seq to profile the binding locations for these factors in HFD and CR livers. We found extensive binding of PPARα near genes involved in glycolysis/gluconeogenesis and uncovered a role for this factor in regulating anaerobic glycolysis. Overall, we generated extensive transcriptional and epigenomic datasets from livers of mice fed these diets and uncovered new functions and gene targets for PPARα.

## Introduction

Diet plays a significant role in shaping human health and disease. Over nutrition leading to obesity can induce insulin resistance, a major human health concern that promotes the development of type 2 diabetes and some cancers^1–3^. In contrast, caloric restriction can extend lifespan, improve insulin sensitivity, and delay the onset of age-related diseases, such as diabetes, cardiovascular disease, and neoplasia^4, 5^. While the broad contrasts between high-fat diet feeding and calorie restriction are well established, the underlying molecular processes that drive these physiological and metabolic differences are incompletely understood.

The liver is a critical regulator of metabolism and is sensitive to dietary changes. The liver maintains normal glucose homeostasis by suppressing hepatic gluconeogenesis in response to insulin following feeding, while promoting glucose production during fasting^6, 7^. High-fat diet induced obesity and insulin resistance disrupts these hepatic mechanisms and promotes hyperglycemia^8^. Caloric restriction, however, lowers liver fat accumulation and improves hepatic glucose regulation in obese humans^9, 10^ and reduces the expression of stress and inflammatory genes in mouse livers, which may contribute to the anti-aging effects associated with this diet^11^. The liver, therefore, is a critical driver of the body’s response to dietary challenges. Thus, analysis of hepatic responses to dietary extremes may enhance our understanding of how diet shapes overall human health.

In this study, we profiled transcriptional and epigenomic landscapes in the livers of mice fed either a standard laboratory chow diet (CD), a long-term (16 week) high-fat diet (HFD) to induce obesity and insulin resistance, or a nutrition-restricted diet to model caloric restriction (CR). Overall, we present a comprehensive analysis of diet-induced effects on mRNA expression and chromatin accessibility in the mouse liver following HFD and CR. We found that calorie restriction and high fat feeding have common and independent epigenetic and transcriptomic signatures. We also show that PPARα activation underlies both extreme metabolic situations and identify new PPARα targets that regulate glucose metabolism.

## Results

### High-fat diet and calorie restriction induce extensive changes in hepatic gene expression

We examined mice following a long-term (16 week) high-fat diet (HFD) or a calorie restricted (CR) feeding protocol. As anticipated, mice fed a HFD gained body mass while CR mice lost mass compared to chow diet (CD)-fed controls (*p* < 5e-5, two-sided t-tests) (Fig. 1A). We assessed glucose homeostasis in HFD mice compared to controls using tolerance tests for glucose (GTT, Fig. 1B), insulin (ITT, Fig. 1C), and pyruvate (PTT, Fig. 1D) and confirmed that mice fed a HFD are strongly insulin resistant and glucose intolerant.

**Figure 1:**
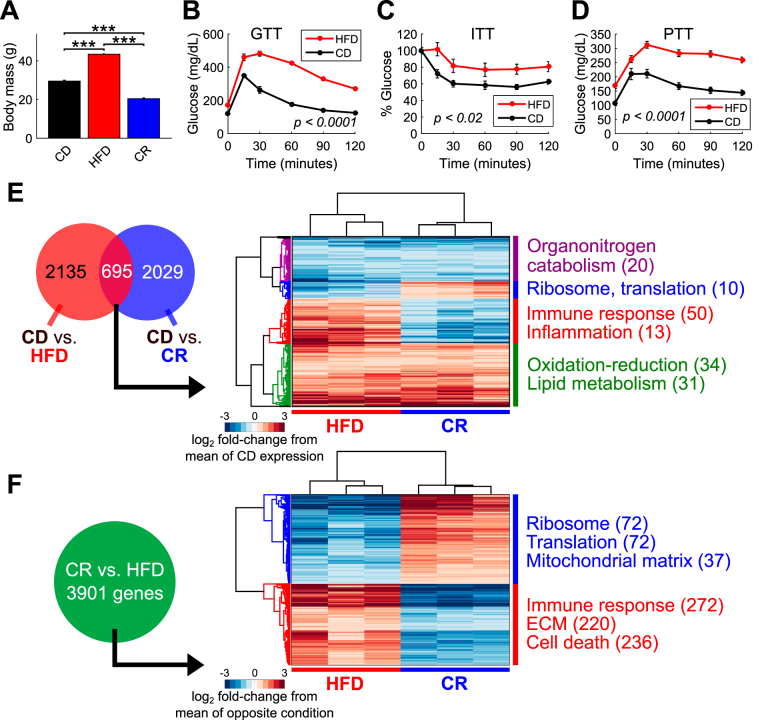
High-fat diet and calorie restriction alter body mass and induce extensive hepatic transcriptional changes. (**A**) HFD and CR feeding increase and decrease overall mouse body mass, respectively, compared to CD (n = 12, 10, and 12 for CD, HFD, and CR, ***p < 5e-5, two-sided t-tests). (**B–D**) HFD induces insulin resistance and alters glycemic regulation as assessed by (**B**) glucose tolerance test (GTT), (**C**) insulin tolerance test (ITT), and (**D**) pyruvate tolerance test (PTT) (*p*-values from t-tests of area under the curve measurements, n = 30, 25, and 23 for CD and n = 37, 27, and 23 for HFD). (**E**) Venn diagrams show numbers of genes differentially expressed between CD and HFD livers (red circle) as well as CD and CR livers (blue circle). The overlap region shows 695 genes that are differentially expressed in both CR and HFD compared to CD. The clustergram shows these 695 overlapping genes that are up-regulated by both HFD and CR (255 genes), down-regulated by both CR and HFD (183 genes), up-regulated in HFD and down-regulated by CR (186 genes), and up-regulated in CR but down-regulated in HFD (71 genes), along with gene ontology and pathway enrichment terms. The numbers indicate how many genes in each group that are annotated to each term. Values are log_2_ fold-changes for individual replicate expression levels (in FPKM) versus the mean CD expression level. (**F**) 3,901 genes are differentially expressed between CR and HFD livers (green circle). The clustergram shows individual replicate gene expression levels as log_2_ fold-change compared to the mean expression level for the opposite condition (CR or HFD). The numbers indicate how many genes in each group that are annotated to each term.

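Hepatic RNA-Seq values after an overnight fast were analysed for 3 mice fed the chow diet (CD, 14.3% of calories from fat), 2 mice fed the high fat diet (HFD, 54.8% of calories from fat) and 3 mice under 40% calorie restriction (CR, 13.7% of calories from fat). The paper describes 3 mice per diet, and the third HFD sample is not in the files analysed here. By the paper, CD and HFD mice were fed for 16 weeks, and CR mice were 5 months old. The sample labels give 16 weeks of feeding from 8 weeks of age for all 3 diets. CR mice came from another supplier, and the paper states that they were acclimated in the facility of the other mice. Diet and supplier cannot be told apart in a comparison with CR. For each sample the authors deposited FPKM values, that is fragments normalized to transcript length and to the mapped fragments of the sample, with a lower and an upper bound for each of 22488 rows, which are named by RefSeq gene symbol and placed on the mm9 build. The layout of the tables is that of the program Cufflinks. The read counts that the paper corrected for GC content and length with CQN and tested with DESeq2 are not in the files analysed here. Read totals are not given with the values, so the depth was estimated from the widths of the authors' intervals, taking them as Poisson intervals. The estimates were 27.2, 23.4 and 23.6 M fragments for the CD samples, 22.2 and 17.3 M for the HFD samples, and 27.9, 13.1 and 20.2 M for the CR samples. Between 11815 and 13137 rows per sample reached 0.1 FPKM. Values were scaled between samples by the median of ratios, with factors from 0.655 in CD replicate 3 to 1.729 in HFD replicate 2. Each pair of diets was compared with limma on log2(FPKM + 0.1), over the genes with a mean of at least 0.1 FPKM in either diet. A gene was called differentially expressed at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5, the thresholds of the paper. For a single gene, a permutation of the samples cannot give an exact two-sided p below 0.1 with 3 samples against 3, or below 0.2 with 3 against 2. The samples also differed along transcript length in a way that did not follow the diets alone. Across 8319 genes, which are not independent replicates, Spearman's rho between a sample's deviation from the mean of all samples and transcript length was 0.497 and 0.665 in HFD, 0.082, −0.563 and −0.512 in CD, and −0.223, −0.532 and 0.381 in CR. Log2 fold changes followed length with rho of 0.558 for HFD against CD, 0.069 for CR against CD and 0.473 for HFD against CR. Results after a correction of each sample for GC content and transcript length, set as an alternative, are therefore given beside many of the main values.

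**Figure D1:**
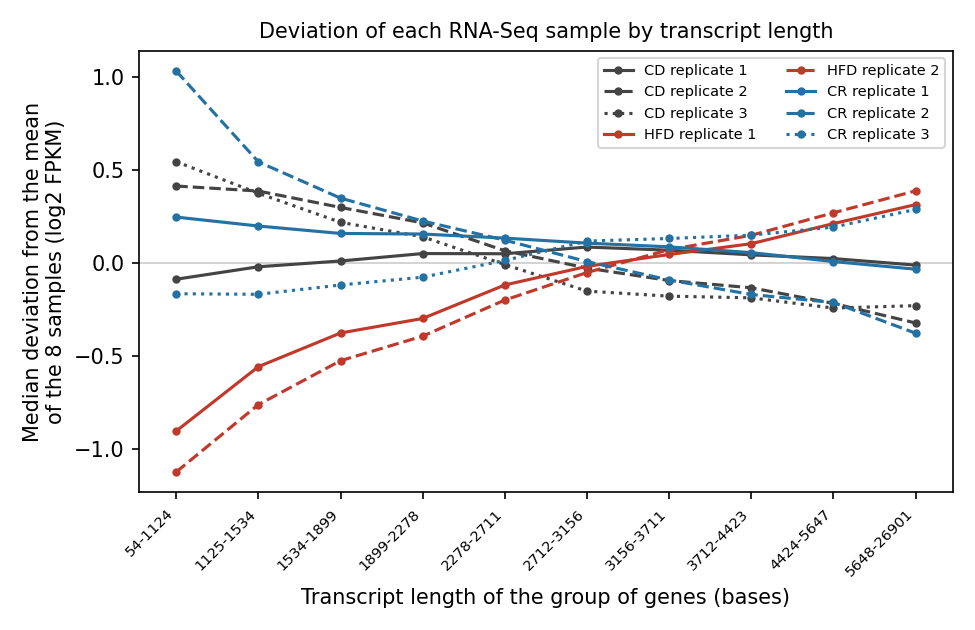
Median deviation of each sample from the mean of the 8 samples (vertical axis, log2 FPKM) in 10 groups of genes ordered by transcript length (horizontal axis, bases), with a line per sample. In the shortest genes HFD replicate 2 lies at −1.121 and CR replicate 2 at 1.034, and the samples of each of the diets CD and CR spread apart along the same axis.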

We comprehensively quantified the hepatic transcriptomic landscapes of these mice using RNA-Seq (Fig. S1B and Table S1). 

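Between HFD and CD, 3970 of 12842 tested genes were differentially expressed by limma, 1771 of them up-regulated and 2199 down-regulated by HFD. Between CR and CD, 868 of 12523 tested genes passed the same thresholds, with 477 up-regulated and 391 down-regulated by CR. The genes with the largest changes among those whose samples of the compared diets did not overlap were led by *Cidea* in HFD, which lies on chromosome 18 of mm9 from 67503218 to 67527448 and rose from 0.794 ± 0.535 FPKM (SD, n = 3) in CD to 32.7 ± 13.0 FPKM (SD, n = 2) in HFD, a log2 fold change of 5.31 (standard error 0.46, adjusted p = 0.00088). *Sprr1a* and *Mmp12* followed, with log2 fold changes of 4.80 and 4.44. *Sprr1a* was at 0 FPKM in every CD sample and *Mmp12* at a CD mean of 0.0583 FPKM, so both values depend on the pseudocount. *Lcn13* had the lowest fold change among the protein-coding genes so chosen in both contrasts, −4.37 in HFD and −5.15 in CR. Among the largest increases in CR was that of *Cyp2b9* on chromosome 7 of mm9 from 26958428 to 26995679, from 0.224 ± 0.0562 FPKM (SD, n = 3) in CD to 42.8 ± 5.01 FPKM (SD, n = 3) in CR, a log2 fold change of 7.06 (standard error 0.23, adjusted p = 3e-07). Its paralog *Cyp2b13* rose by 5.16 on the log2 scale, and the authors' program could have divided reads between the 2 genes. *Mt2* fell by 4.08 on the log2 scale in CR. *Mir3064* and *Snord58b*, also among the largest decreases, are RNAs shorter than the sequenced fragments, and their FPKM values are uncertain. The samples of the diets carry the same replicate numbers, and any pairing by number is taken from the labels alone. With the replicate number as a block in the model, 10 genes were differentially expressed between HFD and CD, a fit left with 1 residual degree of freedom, and 968 between CR and CD. Deviations from the diet means had a mean correlation across 8503 genes of −0.138 over the 7 pairs of samples that share a replicate number and of 0.067 over the 14 other pairs, and genes are not independent replicates. The 2 HFD samples deviate from their mean in mirror image, with r of −0.237 and 0.237 to CD replicate 1. Their pairs are thus not independent, and this check does not decide the pairing. After the correction for GC content and length the counts were 2437 for HFD and 2168 for CR, the highest CR count under any alternative. Leaving out each sample in turn gave 2065 to 4116 genes for HFD and 221 to 1237 for CR. From the numbers of altered genes, the paper concludes that each diet changed hepatic gene expression broadly relative to CD.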

Both HFD and CR induced widespread changes in hepatic gene expression compared to CD, with 2,830 and 2,724 genes differentially expressed by the two conditions, respectively (FDR < 0.05, absolute log_2_ fold-change > 0.5) (Fig. 1E). HFD induced the expression of genes involved in immune responses (FDR < 6.4e-22, e.g. *Ccr1*, *Ccr2*, *Cd36*, *Tlr1*), lipid metabolism (FDR < 8e-6, e.g. *Abcd1*, *Apoa4*, *Cyp17a1*, *Srebf1*, *Thrsp*), stress responses (FDR < 1.3e-5, e.g. *Anxa1*, *Axl*, *Car3*, *Hif1a*, *Jak2*), and cell death (FDR < 6e-4, e.g. *Bak1*, *Casp7*, *Jun*), among others. 

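Of these genes, the 15 reported here all had positive log2 fold changes between the 2 HFD and 3 CD livers, and 11 were differentially expressed by limma. Of the immune genes, *Cd36* lies on chromosome 5 of mm9 from 17287508 to 17394777 and rose from 12.8 ± 3.49 FPKM (SD, n = 3) in CD to 57.7 ± 11.2 FPKM (SD, n = 2) in HFD, a log2 fold change of 2.18 (standard error 0.29, adjusted p = 0.0025). *Ccr2*, on chromosome 9 of mm9 from 124016922 to 124023879, rose from 0.0952 ± 0.0257 FPKM (SD, n = 3) to 1.13 ± 0.264 FPKM (SD, n = 2), a log2 fold change of 2.64 (standard error 0.26, adjusted p = 0.0014). The size of the *Ccr2* change depends on the pseudocount, and with a pseudocount of 1 it was 0.951. *Ccr1* and *Tlr1* were below 1 FPKM in every diet, and their log2 fold changes of 1.84 and 2.31 depend on the pseudocount as well. Among the lipid genes, *Apoa4* on chromosome 9 of mm9 from 46048927 to 46051541 rose from 420 ± 36.1 FPKM (SD, n = 3) to 1458 ± 59.8 FPKM (SD, n = 2), a log2 fold change of 1.80 (standard error 0.26, adjusted p = 0.003). *Srebf1* and *Thrsp* rose by 2.15 and 1.64 on the log2 scale, each with every HFD sample above every CD sample. For *Cyp17a1* the samples of the 2 diets overlapped, and its log2 fold change of 0.68 had an adjusted p of 0.12. Of the stress genes, *Car3* on chromosome 3 of mm9 from 14863538 to 14872373 changed most, from 141 ± 50.4 FPKM (SD, n = 3) to 552 ± 33.4 FPKM (SD, n = 2), a log2 fold change of 2.03 (standard error 0.32, adjusted p = 0.0038). *Axl*, *Hif1a* and *Jak2* had log2 fold changes of 1.89, 1.43 and 1.03 and passed the thresholds, whereas *Anxa1* did not (0.31, adjusted p = 0.41). The cell death genes *Bak1* (0.35) and *Jun* (1.33) were not differentially expressed, although every HFD sample exceeded every CD sample. With each sample left out in turn, *Cd36* stayed between 1.98 and 2.38. Of the alternatives, the values as deposited, without scaling between samples, moved these 2 genes furthest, to 1.19 for *Bak1* and 2.19 for *Jun*, and the correction for GC content and length brought *Jak2* to 0.44 (adjusted p = 0.14). So corrected, *Cyp17a1* (0.98, adjusted p = 0.025) and *Bak1* (0.70, adjusted p = 0.027) did pass the thresholds. The paper grouped the HFD-induced genes by enrichment of annotated processes and reasons from those groups that HFD raised immune, lipid, stress and cell death programs.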

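Between 3 CR and 3 CD livers, 2 of the cholesterol genes and the 3 mitochondrial genes named by the paper are reported here, and all had positive log2 fold changes. *Dhcr7*, on chromosome 7 of mm9 from 151009072 to 151034315, rose from 5.82 ± 1.51 FPKM (SD, n = 3) in CD to 14.5 ± 1.79 FPKM (SD, n = 3) in CR, a log2 fold change of 1.32 (standard error 0.25, adjusted p = 0.015) by limma, and each CR sample lay above each CD sample. *Cebpa* had overlapping samples and a log2 fold change of 0.77 with an adjusted p of 0.16, or 1.05 with an adjusted p of 0.018 after the correction for GC content and length. The mitochondrial genes varied widely between CR mice. *Atp5e*, on chromosome 2 of mm9 from 174286576 to 174289602, was at 191 ± 78.2 FPKM (SD, n = 3) in CD and 789 ± 714 FPKM (SD, n = 3) in CR, so that its log2 fold change of 1.74 had a standard error of 0.55 and an adjusted p of 0.085. *Cox5a* (1.12, adjusted p = 0.057) and *Mrps24* (0.89, adjusted p = 0.23) were likewise not past the threshold. Without scaling between samples these 3 changes were 2.06, 1.43 and 1.21. The correction for GC content and length left their size nearly as it was, at 1.58, 1.02 and 0.97, but lowered the adjusted p to 0.0086, 0.0063 and 0.042. With single samples left out, *Dhcr7* ranged from 1.22 to 1.52 and *Atp5e* from 1.04 to 2.22. The paper's assignment of CR-induced genes to cholesterol metabolism and mitochondria rests on enrichment across all genes up-regulated by CR.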

CR up-regulated genes are involved in cholesterol metabolism (FDR < 2.5e-11, e.g. *Cebpa*, *Dhcr7*, *Hmgcr*, *Ldlr*) and mitochondria (FDR < 7e-7, e.g. *Atp5e*, *Cox5a*, *Mrps24*), among other processes.

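Of the 12373 genes tested in both contrasts, 3756 were differentially expressed between HFD and CD and 857 between CR and CD. The contrasts shared 332 genes, against 260.2 expected from their sizes (p = 3.6e-08, hypergeometric test, which is the one-sided Fisher's exact test). Among the shared genes, 152 were up-regulated by both diets, 96 were down-regulated by both, 45 were up-regulated by HFD and down-regulated by CR, and 39 were down-regulated by HFD and up-regulated by CR. The same 3 CD samples served both contrasts, and the genes are not independent of each other, so the test describes the overlap and not a difference between mice. With the replicate number as a block, the pairing again taken from the labels, 8 genes were differentially expressed for HFD and 954 for CR, with 2 shared. Pairs of samples with the same replicate number were not more alike than others (mean correlation of deviations −0.138 against 0.067), which does not decide the pairing. Apart from that block, the overlap moved most without CD replicate 2, to 76 genes, while the correction for GC content and length gave 555 shared genes against 409.5 expected (p = 7.1e-18, same exact test).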

We found a significant set of 695 genes (*p* < 3.6e-14, hypergeometric test of 695 overlapping genes) that are differentially regulated by both HFD and CR compared to CD, including 255 genes up-regulated by both HFD and CR, 183 down-regulated by both, 186 up-regulated in HFD and down-regulated by CR, and 71 up-regulated in CR but down-regulated in HFD (Fig. 1E and Table S1). Of note, the majority of these genes (438 or ~63%) change in the same direction compared to CD (*p* < 2e-14, Fisher’s exact test). 

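Of the 332 genes shared by the contrasts, 248 or 74.7% changed in the same direction in HFD and CR (p = 1.4e-18, Fisher's exact test of the direction in HFD against the direction in CR). After the correction for GC content and length, 350 of 555 shared genes or 63.1% did so (p = 3e-10, same exact test). A chance deviation of the CD samples moves a gene in the same direction in both contrasts, because both use the same CD samples. The share was therefore also computed with the CD samples divided between the contrasts, over genes with an absolute log2 fold change of at least 1 in both. It ranged from 38.4% to 72.8% over the 6 ways of dividing the CD samples, with a median of 59.9%, and was 65.5% by the same criterion with all CD samples in both contrasts. With the replicate block, under which only 2 genes were shared, the share was 50.0%. Leaving out each of the 8 samples in turn moved the main share to between 64.7% and 89.6%. The paper takes the excess of genes changed in the same direction as evidence that the opposing diets share part of their transcriptional response.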

The first set of genes (up-regulated in both conditions) is enriched in processes related to oxidation-reduction (FDR < 0.004) and lipid metabolism (FDR < 0.021). This latter category includes genes involved in cellular fatty acid synthesis (e.g. *Fads1*, *Fads2, Fasn*, *Scd1*), lipid and cholesterol production (*Dhcr24*, *Nsdhl*, *Srebf1*), triglyceride synthesis (*Thrsp*), and peroxisomal import of free fatty acids (*Abcd1*, *Abcd2*). 

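Of these genes, the 8 reported here were each higher on average in HFD and in CR than in CD. All 8 were differentially expressed between HFD and CD by limma, and 7 between CR and CD. *Scd1*, which encodes a stearoyl-CoA desaturase on chromosome 19 of mm9 from 44468940 to 44482199, was at 89.2 ± 29.6 FPKM (SD, n = 3) in CD, 1922 ± 1494 FPKM (SD, n = 2) in HFD and 995 ± 192 FPKM (SD, n = 3) in CR. Its log2 fold change was 4.22 in HFD (standard error 0.49, adjusted p = 0.0019) and 3.51 in CR (standard error 0.31, adjusted p = 0.00054). *Fasn*, on chromosome 11 of mm9 from 120667272 to 120685861, was at 4.56 ± 0.552 FPKM (SD, n = 3) in CD, 10.5 ± 2.18 FPKM (SD, n = 2) in HFD and 12.8 ± 6.62 FPKM (SD, n = 3) in CR, with log2 fold changes of 1.18 (standard error 0.25, adjusted p = 0.0093) and 1.35 (standard error 0.34, adjusted p = 0.04). *Fads1* and *Fads2* rose by 1.54 and 1.90 in HFD and by 1.23 and 1.31 in CR on the log2 scale, the change of *Fads2* in CR having an adjusted p of 0.062, or 0.047 after the correction for GC content and length. *Thrsp* on chromosome 7 of mm9 from 104561467 to 104566020 was at 12.9 ± 5.25 FPKM (SD, n = 3) in CD, 37.6 ± 1.22 FPKM (SD, n = 2) in HFD and 216 ± 114 FPKM (SD, n = 3) in CR, and was itself lower in HFD than in CR (log2 fold change −2.38, adjusted p = 0.0098). For *Srebf1* and *Nsdhl* the log2 fold changes were 2.15 and 0.97 in HFD and 1.89 and 2.09 in CR, and the HFD change of *Nsdhl* had an adjusted p of 0.05049 after the correction. The peroxisomal transporter *Abcd2* rose by 2.28 in HFD and 2.06 in CR. Omitting each sample in turn spread the HFD change of *Scd1* over 3.33 to 5.11, and the values as deposited raised it to 5.09. The plot of the lipid genes by diet shows the value of every sample. The paper assigns the genes raised by both diets to lipid metabolism by enrichment across that set, and names these genes as examples.

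**Figure D2:**
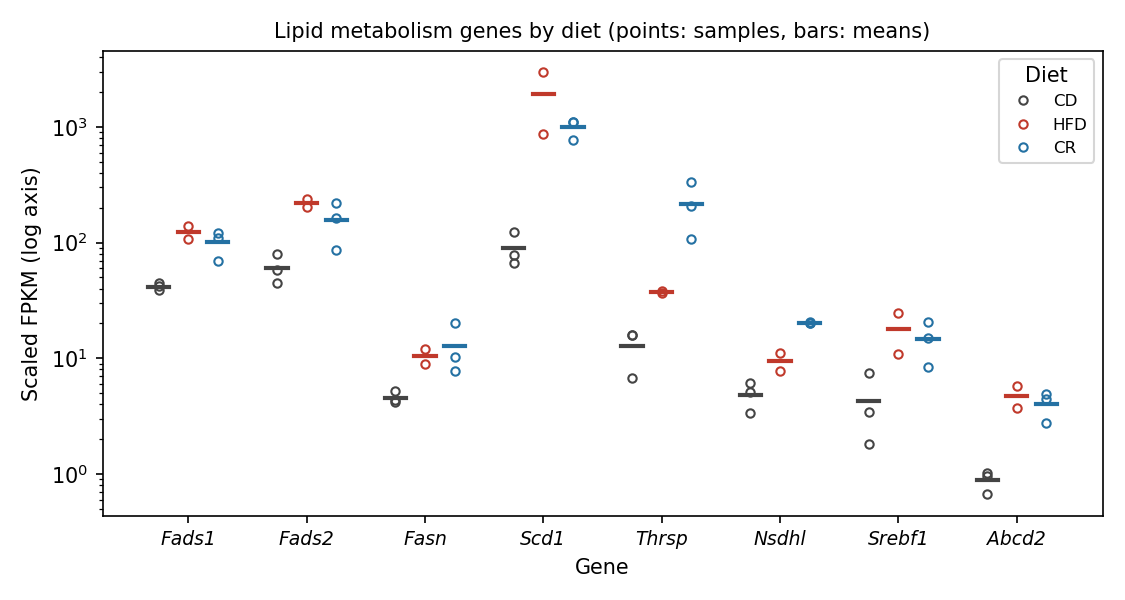
Scaled FPKM (vertical axis, logarithmic) of 8 lipid metabolism genes in each CD, HFD and CR sample, with points for samples and bars for the mean of each diet. The CD mean lies below the HFD and CR means for every gene, for *Scd1* at 89.2 against 1922 and 995 FPKM.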

We note that expression changes in oxidation-reduction and lipid metabolism in CR mice are not a consequence of any increases in consumed dietary fat content, as the CR diet contains a similar percentage fat content to the CD and because CR mice consumed overall less food, and therefore less fat, than both the CD and HFD mice. The second set of overlapping genes (down-regulated in both conditions) is enriched in organonitrogen catabolism (FDR < 0.02, e.g. *Aass*, *Agxt*, *Cbs*, *Kynu*, *Pnp*). 

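All 5 of these genes were lower on average in both diets than in CD, but the size of the decrease differed. *Cbs*, which encodes cystathionine beta-synthase on chromosome 17 of mm9 from 31749589 to 31774086, was at 118 ± 4.52 FPKM (SD, n = 3) in CD, 39.5 ± 1.58 FPKM (SD, n = 2) in HFD and 52.3 ± 18.0 FPKM (SD, n = 3) in CR. It was differentially expressed by limma in both contrasts, with log2 fold changes of −1.57 in HFD (standard error 0.24, adjusted p = 0.0033) and −1.22 in CR (standard error 0.29, adjusted p = 0.035). *Agxt* on chromosome 1 of mm9 from 95031853 to 95041998 fell from 131 ± 21.4 FPKM (SD, n = 3) in CD to 27.9 ± 0.726 FPKM (SD, n = 2) in HFD, a log2 fold change of −2.21 (standard error 0.25, adjusted p = 0.0019). In CR *Agxt* was at 89.2 ± 19.2 FPKM (SD, n = 3), with each CR sample below each CD sample but an adjusted p of 0.23. The log2 fold changes in HFD of *Aass* (−0.60), *Kynu* (−0.49) and *Pnp* (−0.80) did not pass the threshold, with adjusted p-values of 0.09, 0.16 and 0.078, although each HFD sample lay below each CD sample. In CR the changes of *Aass* (−0.10), *Kynu* (−0.32) and *Pnp* (−0.36) did not pass the threshold, and the samples of the diets overlapped. Without scaling between samples, the 3 last-named genes moved above CD in HFD, to 0.26, 0.38 and 0.06, while the correction for GC content and length took them to −1.05, −0.81 and −1.03, differentially expressed with adjusted p-values of 0.01, 0.018 and 0.024. The paper assigns the genes lowered by both diets to organonitrogen catabolism from their annotated processes.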

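Among the immune and inflammation genes named for this pattern, *Apoa4* had the largest change in CR, opposite to its change in HFD. It was at 1458 ± 59.8 FPKM (SD, n = 2) in HFD, 420 ± 36.1 FPKM (SD, n = 3) in CD and 42.7 ± 19.1 FPKM (SD, n = 3) in CR. Its log2 fold change was 1.80 in HFD (standard error 0.26, adjusted p = 0.003) and −3.42 in CR (standard error 0.37, adjusted p = 0.0012), both from limma. The complement genes *C1qa*, *C1qb* and *C1qc*, neighbours on chromosome 4 of mm9 between 136436061 and 136454759, fell in CR with log2 fold changes of −1.86, −2.02 and −1.62 and adjusted p-values of 0.037, 0.036 and 0.063. In HFD none of the 3 changed by more than the spread between mice, with log2 fold changes of −0.25, 0.61 and 0.28. *Gas6* was higher in every HFD sample (0.61, adjusted p = 0.078) and lower in every CR sample (−0.58, adjusted p = 0.20) than in CD. *Axl*, on chromosome 7 of mm9 from 26541519 to 26573752, rose in HFD by 1.89 on the log2 scale (adjusted p = 0.0037) and changed by −0.86 in CR (adjusted p = 0.084). *Tgfb1* fell in CR with a log2 fold change of −1.46 (standard error 0.27, adjusted p = 0.015), its change in HFD being 0.47 (adjusted p = 0.14). *Csf1* changed by 0.70 in HFD and −0.74 in CR, and *Aif1* by 0.14 and −1.45, none past the threshold. Of the ribosomal protein genes, *Rps3* on chromosome 7 of mm9 from 106626407 to 106632219 was at 124 ± 20.2 FPKM (SD, n = 3) in CD, 46.4 ± 16.6 FPKM (SD, n = 2) in HFD and 257 ± 161 FPKM (SD, n = 3) in CR. In HFD *Rps3*, *Rps28* and *Rpl37* fell with log2 fold changes of −1.45, −2.25 and −2.41 and were differentially expressed, and *Rps15a* had −1.19 with an adjusted p of 0.061. In CR their changes of *Rps3* (0.89), *Rps28* (1.17), *Rps15a* (0.68) and *Rpl37* (0.03) were all positive but not past the threshold, and CR mice differed widely. Reads of ribosomal protein genes are shared with many processed pseudogenes, which FPKM values cannot resolve. The correction for GC content and length had a large effect here, moving the HFD changes of *C1qa*, *C1qb*, *C1qc* and *Aif1* to 0.82, 1.63, 1.24 and 1.03, with adjusted p-values of 0.072, 0.024, 0.019 and 0.031, and that of *Rps28* to −0.93 (adjusted p = 0.0503). *Gas6*, *Tgfb1* and *Rps15a* in HFD and *C1qc*, *Aif1* and *Rps28* in CR, not past the thresholds under the main settings, passed them after it. For *Rps15a* the longest annotated transcript, of 5130 bases, was used, where the median of the cytosolic ribosomal proteins was 860. Its corrected values are therefore uncertain. The values as deposited moved the HFD changes of *Gas6*, *Csf1* and *Tgfb1* most, to 1.48, 1.52 and 1.32. By the paper's reasoning, the opposite changes set immune and inflammatory genes raised by HFD against ribosomal genes raised by CR.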

Genes up-regulated by HFD but down-regulated by CR are involved in immune response (FDR < 6.9e-8, e.g. *Apoa4*, *C1qa,b,c*, *Gas6*) and inflammation (FDR < 6.5e-3, e.g. *Aif1*, *Axl*, *Csf1*, *Tgfb1*), while genes up-regulated by CR but down-regulated by HFD compared to CD are involved in translation and ribosomal composition (FDR < 0.019, e.g. *Rpl37*, *Rps15a*, *Rps28*, *Rps3*). This analysis highlights a common set of genes altered by both conditions that, in a majority of cases, are altered in the same way, a surprising result given the differences in the overall metabolic states of CR and HFD mice.

We next compared the CR and HFD liver RNA-Seq samples to directly contrast the two dietary extremes. 

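In the direct comparison of 2 HFD with 3 CR livers, 2900 of 12841 tested genes were differentially expressed by limma, 1332 higher in HFD and 1568 higher in CR. The largest difference towards HFD was that of *Cidea*, at 32.7 ± 13.0 FPKM (SD, n = 2) in HFD and 0.0488 ± 0.00869 FPKM (SD, n = 3) in CR, a log2 fold change of 7.73 (standard error 0.32, adjusted p = 2.3e-05). *Lcn2* on chromosome 2 of mm9 from 32240157 to 32243259 (5.33) and *Apoa4* (5.22) followed. The paralogs *Cyp2b10* (−4.97) and *Cyp2b9* (−4.88) were among the largest towards CR. With the replicate number as a block, under a pairing that the labels alone give, 2777 genes were differentially expressed, 1157 of them higher in HFD. The deviations of same-numbered samples had a mean correlation of −0.138 and those of other pairs 0.067, which does not decide the pairing because the 2 HFD samples deviate in mirror image. The correction for GC content and length gave 2850 genes, 1411 and 1439 in the 2 directions. The count depended most on the number of HFD samples, since with HFD replicate 1 left out, and hence a single HFD sample, it was 259, and with HFD replicate 2 left out 750.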

We found in total 3,901 differentially expressed genes, with 1,857 genes up-regulated in HFD and 2,044 up-regulated by CR (Fig. 1F and Table S1; Fig. S1A for qPCR validation of select genes). Similar to our other comparisons of the gene sets altered by these diets, genes up-regulated by CR are enriched in processes related to ribosomes, mitochondria, translation, and tRNA processing, while HFD-induced genes are enriched in immune responses, extracellular matrix components, and cell death. 

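No gene ontology was available with the files, so families that can be read from gene symbols were tested in its place, by Fisher's exact test of each family against all other tested genes, with Benjamini-Hochberg adjustment over the 48 tests of 8 families. Of 84 genes for cytosolic ribosomal proteins, 64 were higher in CR than in HFD, against 11.8% of other genes (adjusted p = 2.5e-40), and their median log2 fold change of HFD against CR was −2.233. The same held for 46 of 76 genes for mitochondrial ribosomal proteins (median −1.328, adjusted p = 1.4e-22) and for 62 of 81 genes for subunits of the respiratory chain and ATP synthase (median −1.833, adjusted p = 1.9e-39). Of 35 aminoacyl-tRNA synthetase genes, the only family related to tRNA, 3 were higher in CR, no more than among other genes (adjusted p = 1). Towards HFD, 17 of 31 collagen and laminin genes were higher (median 1.043, adjusted p = 5.2e-09), as were 22 of 32 genes for chemokines and their receptors (median 1.438, adjusted p = 3e-14). All 11 tested Toll-like receptor genes were higher in HFD (median 1.89, adjusted p = 8.7e-11). Fewer were tested between CR and CD, 5 of the Toll-like receptor genes and 24 of the chemokine genes. The rest were below a mean of 0.1 FPKM in CR and entered this comparison through their HFD level. The filter thus fixed the direction of those genes, and the size of their changes depends on the pseudocount. Of 32 MHC genes 8 were higher (adjusted p = 0.049), but the median of that family was −0.24, with 14 genes above 0 and 18 below. The families also differ in length, the median transcript having 860 bases for cytosolic ribosomal proteins and 6046 for collagens and laminins. Corrected for GC content and length, the median was −1.475 for cytosolic ribosomal proteins, −0.729 for mitochondrial ribosomal proteins, −1.073 for the respiratory chain and 0.637 for collagens and laminins. It was 1.791 for chemokines and 1.823 for Toll-like receptors. Among these 6 families the highest adjusted p after the correction was 5.8e-05, that of collagens and laminins. Genes drawn at random with matching length, GC content and level had a median of −1.276 in place of the ribosomal proteins, the 2000 draws ranged from −1.698 to −0.802, and none reached the median of the family. The paper reasons from the enriched processes that CR favours ribosomal and mitochondrial genes and HFD immune and matrix genes.

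**Figure D3:**
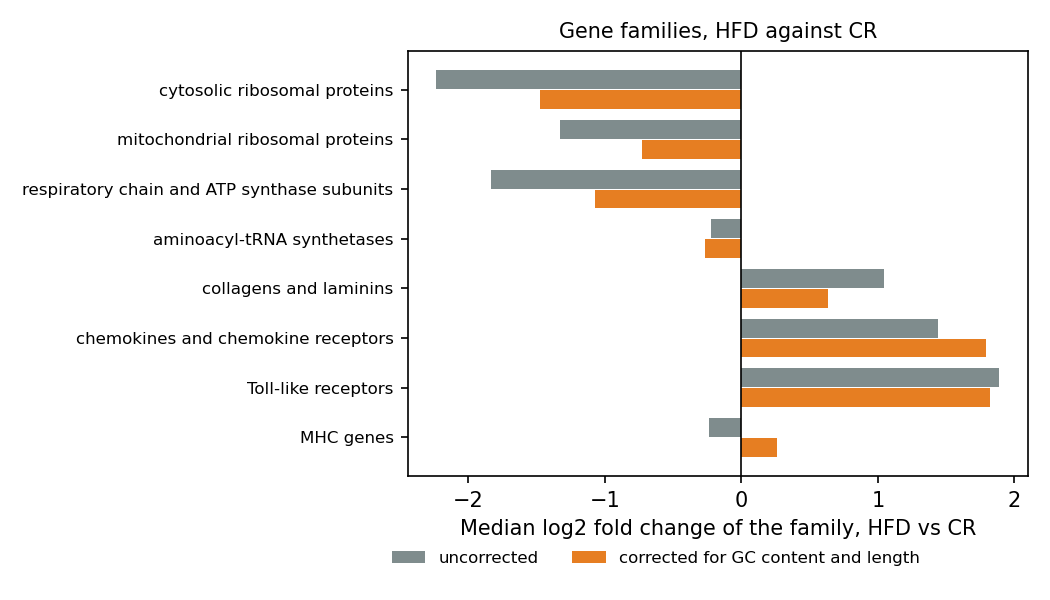
Median log2 fold change of HFD against CR (horizontal axis) for 8 gene families, without and with correction for GC content and length. Bars left of 0 are families higher in CR, with cytosolic ribosomal proteins at −2.233 and, corrected, −1.475.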

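Across the 12373 genes tested in both contrasts with CD, the log2 fold changes of HFD and of CR had a Pearson correlation of 0.185, and of 0.143 after the correction for GC content and length. This is a correlation across genes, which are not independent replicates, and the shared CD samples raise it. Of the 248 genes changed in the same direction by both diets, 22 were also differentially expressed between HFD and CR. Of the 2900 genes that differed between HFD and CR, 690 differed from CD in neither contrast. The paper weighs the shared genes against the larger set that separates HFD from CR and concludes that the diets act through largely different programs.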

Thus, although we found evidence for genes regulated similarly following CR and HFD (Fig. 1E), in general these two dietary extremes induce distinct gene expression programs.

### DNase-Seq and motif analyses identify PPARα and RXRα as common regulators of HFD and CR-induced gene expression in liver

Given the widespread hepatic transcriptional changes induced by both HFD and CR feeding, we performed DNase-Seq on the livers of CD, HFD, and CR mice in order to uncover accessible regulatory regions throughout these genomes that likely harbor regulatory proteins associated with the transcription of these differential genes. Globally, we found high correlations (r = 0.76–0.84) between hypersensitive regions identified in the livers of the mice on the three diets (Fig. S2A–C). For subsequent analyses, we merged the regions identified in all three diets into a set of 92,626 total hypersensitive sites to maximize the search space for regulators (Fig. 2A). We mapped each of these regions to known gene coordinates within the mouse genome and found that the majority of these regions reside within introns (41%). Additional near-gene sites include: proximal promoters (12%), distal promoters (9%), sites downstream of gene bodies (8%), coding exons (3%), 5′ UTRs (3%), and 3′ UTRs (1%). The remaining sites map to distal intergenic regions linearly distant from known gene boundaries (23%). Thus, the majority (77%) of identified hypersensitive regions appear in or near annotated gene boundaries throughout the mouse genome.

**Figure 2:**
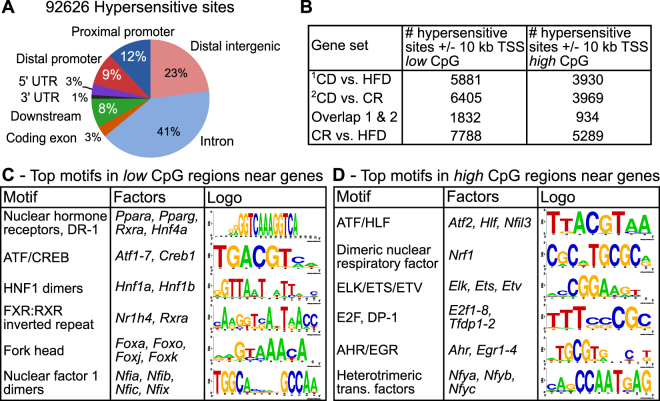
DNase-Seq reveals regulatory regions across liver genomes and motif analyses identify potential transcriptional regulators. (**A**) We found 92,626 hypersensitive regions among CD, HFD, and CR livers. The majority of identified sites reside within annotated gene introns (41%) as well as other near-gene locations. Regions were mapped near genes according to: proximal promoters – within 200 bp of gene TSS; distal promoters – within 5 kb upstream of gene; downstream – within 5 kb downstream of gene end; introns, exons, 5′ UTR, and 3′ UTR – if region intersected one of these features; and distal intergenic – outside 5 kb window around gene. (**B**) The numbers of identified hypersensitive regions near differential gene sets (first column) within +/−10 kb of gene transcription start sites (TSS) in low (middle column) and high (right column) CpG content sequence sets are presented. (**C,D**) The most enriched DNA binding motifs (see Table S2) near all gene sets are shown for low (**C**) and high (**D**) CpG content sequences.

As specific examples, we found hypersensitive regions across the conditions near the gene *Cyp2b10*, which is a known target of the nuclear hormone receptors CAR and RXR^12, 13^ (Fig. S2D). Additionally, we found a number of hypersensitive sites near and within the introns of the gene *Abca1*, which is a known target of RXR and LXR in the liver^14^ (Fig. S2E). We performed direct motif analysis on the hypersensitive regions near these select genes and indeed found enrichment for the RXR:LXR motif (Fig. S2F). Thus, the use of motif analysis on the hypersensitive regions near genes altered by diet could reveal regulators associated with these changes.

We examined the discovered DNase hypersensitive regions near the transcription start sites (TSSs, +/−10 kb for this analysis) of our differential gene sets for enriched transcriptional regulator motifs (Fig. 2B and Table S2). We divided the hypersensitive sites near these gene sets into low (<0.5) and high (>0.5) CpG content sequences and assessed motif enrichment in both sets of sequences (see Methods). We found distinct motif enrichments in low versus high CpG content hypersensitive sequences, but consistently observed nearly the same motif enrichments (and rankings) across all the gene sets for the two sets of sequences. In low CpG content regions, we observed strong enrichments near all the gene sets for nuclear hormone direct repeat 1 motifs, corresponding to the factors PPARα, PPARγ, RXRα, and HNF4α, as well as ATF/CREB, HNF1 dimer (HNF1α and HNF1β), FXR:RXR inverted repeat, fork head factor (FOXA, FOXO, FOXJ, FOXK, etc. factors), and nuclear factor 1 dimer (NFIA, NFIB, NFIC, and NFIX) motifs (Fig. 2C). In high CpG content regions, we also observed motif enrichment for ATF factors, though with more preference for thymine as opposed to guanine in the second position of the motif (ATF, HLF factors), as well as dimeric nuclear respiratory factor (NRF1), ELK/ETS/ETV, E2F (E2F and DP-1 factors), AHR/EGR, and heterotrimeric transcription factor (NFYA, NFYB, NFYC) motifs (Fig. 2D). We only found modest enrichments for factors when comparing conditions against one another, e.g. low CpG content regions near up-regulated genes in CR versus regions near genes up-regulated in HFD. This observation is likely due to the fact that we saw such strong enrichments for the same factors in low and high CpG content regions regardless of the gene sets tested. Thus, these factors likely play multiple roles in different contexts to regulate the gene expression programs we observed across the various diets. Given the strong enrichment for nuclear hormone receptor motifs in the low CpG content regions we analyzed, we chose to investigate further the genome-wide binding profiles for the factors PPARα and RXRα to examine their roles in regulating CR and HFD hepatic gene expression.

### ChIP-Seq profiling of PPARα and RXRα binding in CR and HFD livers reveals extensive genome-wide regulation and uncovers novel targets

Our motif analysis strongly suggested that PPARα and RXRα, two transcription factors prominently expressed in liver^15, 16^, contribute to the differential expression of genes in the livers of mice fed either a high fat or calorie restricted diet. We also found significant enrichment for a set of 228 known PPARα target genes among all the differential genes (hypergeometric p-values <5e-4)^17^. For example, 27 of the 695 genes differential in both CR and HFD livers compared to CD (Fig. 1E) are among this set of known PPARα targets (*p* < 3.7e-7). We thus used ChIP-Seq with specific antibodies against these factors (Fig. S3A) to profile their genome-wide binding profiles in CR and HFD livers.

As anticipated from our motif analyses, our ChIP-Seq datasets confirmed that both PPARα and RXRα bind extensively near genes in these livers (Fig. S3B and Table S3). Overall, we detected more RXRα binding than PPARα, likely due to the lower obtained sequencing depth from PPARα samples. Over all binding sites for each factor, we detected some form of the PPAR:RXR heterodimer motif (direct repeat 1) in 91% and 90% of PPARα and RXRα regions, respectively; thus, the majority of identified binding sites contain an expected motif for these factors, though ~10% of these sites likely reflect alternative binding mechanisms (e.g. via other DNA-binding co-regulatory proteins). PPARα binding sites mapped to 1,253 and 2,320 annotated genes in CR and HFD, respectively, while RXRα enriched regions mapped 3,381 and 4,767 genes (+/−10 kb window). The genome-wide binding distributions for these factors also closely mirror those observed in our DNase-Seq experiments, with the majority of binding regions located in introns (42–44%) as well as other near-gene regions (Fig. S3B, left and middle columns). 23–32% of all binding sites were classified as distal intergenic. We also searched for regions in which we found proximal binding events for both factors (peak summits within +/−100 bp) and found 2,831 and 8,838 such regions in CR and HFD livers. The genome-wide binding locations for these regions were similar to those observed for the individual factors (Fig. S3B, right column).

We used the uncovered binding events to identify known and novel genes that are likely regulated by these factors. PPARα, typically bound as a heterodimer with RXRα, is a well-characterized regulator of lipid metabolism^18^, and we saw strong enrichment for such metabolic processes in up-regulated genes in both CR and HFD livers (Fig. 1E). Consistent with this, we identified binding events near the transcription start sites of genes involved in various lipid metabolic processes which are known to be regulated by PPARα/RXRα^17^, including *Acadl* (involved in mitochondrial β-oxidation), *Cpt2* (involved in mitochondrial oxidation of long-chain fatty acids), *Fabp1* (involved in fatty acid uptake and transport), and *Fgf21* (involved in fatty acid oxidation and ketogenesis) (Fig. 3A). Among these, we found binding evidence for both PPARα and RXRα near *Fgf21* in HFD only (Fig. 3A, bottom right). This result is consistent with our RNA-Seq data in that *Fgf21* is up-regulated in HFD livers compared to CR (log_2_ fold-change of 2.9, FDR < 4.5e-7).

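*Fgf21*, which encodes a hormone secreted by the liver, lies on chromosome 7 of mm9 from 52869260 to 52870860. It was expressed at 5.71 ± 0.258 FPKM (SD, n = 2) in HFD, 5.97 ± 1.97 FPKM (SD, n = 3) in CD and 0.463 ± 0.445 FPKM (SD, n = 3) in CR. The log2 fold change of HFD against CR was 3.68 (standard error 0.57, adjusted p = 0.005) by limma, with both HFD samples above all 3 CR samples. Against CD, *Fgf21* was lower in CR (log2 fold change −3.70, adjusted p = 0.0036) and not differentially expressed in HFD (−0.01, adjusted p = 0.97). After the correction for GC content and length it was higher in HFD than in CD (1.01, adjusted p = 0.041), and the log2 fold change of HFD against CR was 4.63 (adjusted p = 0.0042). A pseudocount of 1 reduced the log2 fold change of HFD against CR to 2.24, and with single samples left out it ranged from 3.13 to 4.30. The paper connects this difference in expression with the binding of PPARα and RXRα that it reports near the gene.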

**Figure 3:**
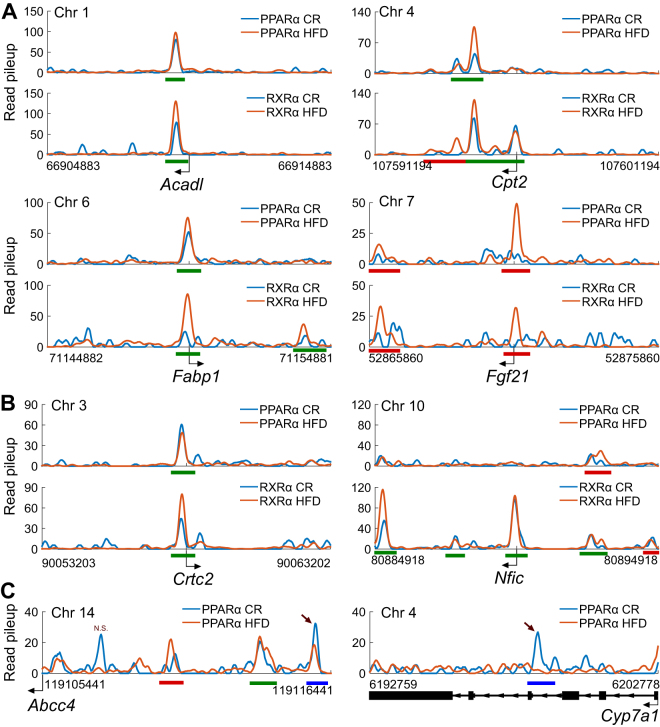
ChIP-Seq of PPARα and RXRα transcription factors in CR and HFD livers reveals extensive binding near known and novel regulated genes. (**A**) The binding profiles (+/−5 kb gene TSS) for known PPARα and RXRα targets *Acadl*, *Cpt2*, *Fabp1*, and *Fgf21* in CR and HFD livers are shown. (**B**) The binding profiles (+/−5 kb gene TSS) for novel PPARα and RXRα targets *Crtc2* and *Nfic* in CR and HFD livers are shown. (**C**) The binding profiles for PPARα near the differentially expressed genes *Abcc4* and *Cyp7a1* (CR vs. HFD) that contain differential binding events between the same two diets in our ChIP-Seq data. Arrows indicate differential binding regions; N.S. stands for not significant. Read pileup refers to extended, normalized, and smoothed read pileup counts extracted from concatenated pools of aligned reads for the biological replicates for each factor (see Methods). Green lines indicate significantly called peaks in both CR and HFD. Red and blue lines indicate significantly called peaks in HFD and CR, respectively.

Our analyses identified several novel targets of PPARα and RXRα, including *Crtc2* and *Nfic* (Fig. 3B). *Crtc2* is a known co-regulator of glucose metabolism^19^. We identified binding events for both factors across the two diets at the promoter of this gene. We also highlight binding near *Nfic*, a gene also up-regulated in HFD livers compared to CR, which has up-stream binding events for PPARα in HFD only, as well as clear binding peaks for RXRα alone at its TSS in both CR and HFD. 

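In the RNA-Seq samples, *Nfic*, on chromosome 10 of mm9 from 80858936 to 80889918, was expressed at 10.4 ± 4.11 FPKM (SD, n = 2) in HFD, 8.58 ± 3.85 FPKM (SD, n = 3) in CR and 7.13 ± 0.32 FPKM (SD, n = 3) in CD. Its log2 fold change of HFD against CR was 0.34 (standard error 0.46, adjusted p = 0.62) by limma, within the spread between mice. The samples of HFD and CR overlapped, and leaving out single samples moved the value between −0.11 and 0.75. Under the values as deposited it was 0.89, and after the correction for GC content and length 0.03. The paper places the gene among those near PPARα peaks found in HFD only.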

Thus, our profiling of PPARα and RXRα in CR and HFD-fed mouse livers revealed binding events near many genes known to be regulated by these factors, while also uncovering new genes not previously characterized as targets of these factors.

Finally, we tested our PPARα and RXRα ChIP-Seq datasets for evidence of differential binding between CR and HFD livers. We observed a small set of statistically significant differential binding events between the diets for RXRα regions (381 regions, 1.2% of total), even though we identified roughly two times as many called RXRα peaks in HFD compared to CR (Fig. S3B). This result is likely due to thresholding differences during binary peak calling (e.g. due to sequencing depth) which do not always manifest as true statistical differences when comparing read counts in these regions directly. 112 of these 381 differential peaks mapped within +/−20 kb of 103 differential genes between CR and HFD livers. We saw more evidence for differential binding of PPARα between CR and HFD, with 1,201 (9.3% of total) identified peaks showing significant differential enrichment. Only 307 of these, however, mapped to a gene differentially expressed between CR and HFD, covering 284 of the nearly 4,000 potential differential genes. Among these, we observed a differential peak ~10 kb upstream of the *Abcc4* gene promoter that shows lower enrichment in HFD compared to CR (Fig. 3C, left). Indeed, *Abcc4* is expressed significantly lower (~−1 log_2_ fold-change) in HFD compared to CR in our RNA-Seq data. 

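*Abcc4*, a transporter gene on chromosome 14 of mm9 from 118881914 to 119105441, was expressed at 0.475 ± 0.119 FPKM (SD, n = 2) in HFD, 1.09 ± 0.253 FPKM (SD, n = 3) in CR and 0.328 ± 0.0275 FPKM (SD, n = 3) in CD. The log2 fold change of HFD against CR was −1.04 (standard error 0.32, adjusted p = 0.045) by limma, with both HFD samples below every CR sample. Since the values are near the pseudocount of 0.1 FPKM, a pseudocount of 1 changed it most, to −0.50. 1 of the 5 fits that each left out a sample kept the gene past the thresholds, with log2 fold changes from −1.25 to −0.82. The correction for GC content and length gave −1.45 (adjusted p = 0.006). The paper reads the lower expression in HFD together with the differential PPARα binding at this gene.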

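Expression of *Cyp7a1*, on chromosome 4 of mm9 from 6192759 to 6202778, was 46.2 ± 10.8 FPKM (SD, n = 3) in CR, 23.7 ± 0.752 FPKM (SD, n = 2) in HFD and 20.1 ± 10.9 FPKM (SD, n = 3) in CD. Every CR sample lay above both HFD samples, and the log2 fold change of HFD against CR was −0.93 (standard error 0.32, adjusted p = 0.065) by limma, short of the threshold of 0.05. Quantile normalization had the largest effect, reducing it to −0.17, whereas the correction for GC content and length gave −1.33 (adjusted p = 0.0054). Values between −1.14 and −0.82 resulted when single samples were left out. The paper sets the higher expression in CR beside a PPARα peak within the gene that was more enriched in CR.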

As another example, we found a differential peak with higher enrichment in CR within the gene body of *Cyp7a1*, which is also expressed higher in CR compared to HFD by RNA-Seq (Fig. 3C, right). Though we did not detect many *differential* binding events near these genes, we did detect many binding events in general for these factors near a substantial number of the differential genes. 4,060 PPARα sites map to 1,879 of these genes and 10,271 RXRα peaks map to 2,994. Thus, we found specific instances of differential PPARα and RXRα binding near differential genes between CR and HFD, though such differences only explain small fractions of the total differential gene pools. These results suggest that these factors, given that they indeed bind near many of the differential genes even if the degrees of binding do not measurably change, regulate gene expression differences by mechanisms other than differential binding (e.g. due to differential activity levels or co-factor/co-repressor binding events), though some genes may be more sensitive to differential binding events by other factors.

### mRNA expression, binding data, and fenofibrate-treated primary hepatocytes further suggest a role for PPARα in regulating glucose metabolism

While PPARα has extensively been characterized as a regulator of lipid metabolism, there is evidence that this transcription factor plays a role in regulating glucose metabolism^17, 20–22^. In particular, PPARα knock-out mice show severe hypoglycemia and depleted hepatic glycogen stores during fasting^23^. Moreover, PPARα has been shown to regulate the gluconeogenic genes *G6pc*, *Pck1*, and *Pcx*, the glycerol converting genes *Gpd1* and *Gpd2*, and the pyruvate dehydrogenase inhibitor *Pdk4* ^17, 22, 24^. Indeed, we detected PPARα binding events near the transcription start sites or within the bodies of these genes.

We examined genes in the canonical gluconeogenesis/glycolysis pathway for evidence of PPARα binding and found events near nine genes (of fourteen queried) encoding enzymes in this pathway (Fig. 4A). Interestingly, we found that *Aldob*, *Fbp1*, *Fbp2*, *Pck1*, and *Pklr* not only bind PPARα, but are sensitive to PPARα activation^20^ (Fig. 4A, blue highlighted genes). 

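Of the genes of glycolysis and gluconeogenesis in Fig. 4A, *Pklr* on chromosome 3 of mm9 from 88940064 to 88950516 was at 9.92 ± 2.29 FPKM (SD, n = 3) in CD, 35.1 ± 0.202 FPKM (SD, n = 2) in HFD and 23.3 ± 10.9 FPKM (SD, n = 3) in CR. Its log2 fold change was 1.84 in HFD (standard error 0.26, adjusted p = 0.003) and 1.13 in CR (standard error 0.36, adjusted p = 0.085) by limma, the latter not past the threshold although each CR sample exceeded each CD sample. *G6pc* and *Gapdh* were lower on average in CR, with log2 fold changes of −0.62 (adjusted p = 0.18) and −0.36 (adjusted p = 0.50), but their samples overlapped those of CD. *Eno3*, on chromosome 11 of mm9 from 70470715 to 70476015, fell in HFD from 1.16 ± 0.412 FPKM (SD, n = 3) to 0.476 ± 0.153 FPKM (SD, n = 2), a log2 fold change of −1.11 (standard error 0.31, adjusted p = 0.026). *Fbp1* and *Pck1*, also shown there, had log2 fold changes in HFD of −0.98 and −1.18, with adjusted p-values of 0.041 and 0.049. For *Eno3* the correction for GC content and length together with the replicate block had the largest effect, to −0.27. In CR *Pklr* and *G6pc* had adjusted p-values of 0.025 and 0.042 after the correction alone, and in HFD *Eno3*, *Fbp1* and *Pck1* had 0.24, 0.42 and 0.075. From the changes of these genes, which its ChIP-Seq found bound by PPARα, the paper proposes that PPARα influences their response to the diets.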

Furthermore, our RNA-Seq data demonstrate PPARα-bound genes are regulated by feeding a HFD or CR, including *Gck* and *Pklr* that are up-regulated by CR and HFD, *G6pc* and *Gapdh* that are down-regulated by CR, and *Eno3* that is down-regulated in HFD (Fig. 4A, colored bars). Thus, PPARα likely influences diet-induced expression changes of these genes.

**Figure 4:**
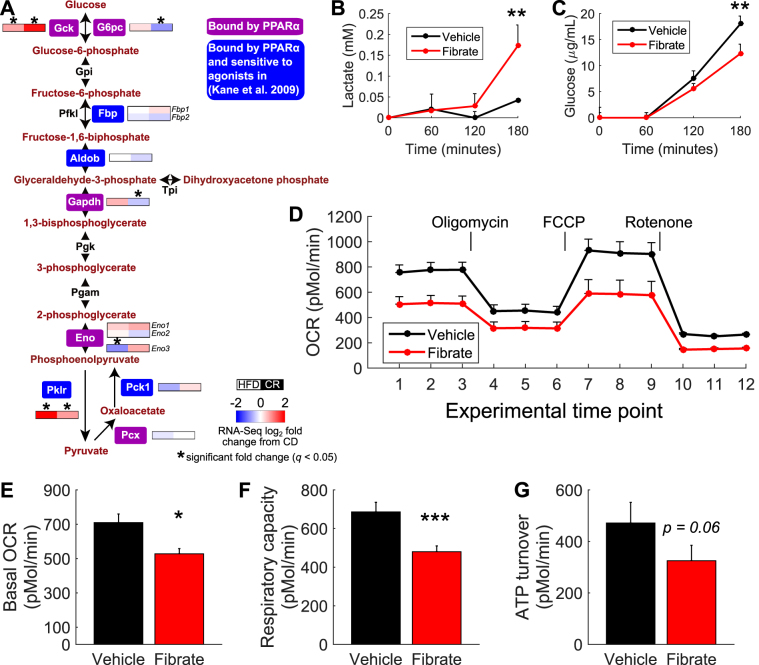
PPARα binds extensively near genes involved in gluconeogenesis/glycolysis in CR and HFD livers and activation by fenofibrate enhances anaerobic glycolysis in primary hepatocytes. (**A**) Canonical gluconeogenesis/glycolysis pathway highlighting genes bound by PPARα (purple outline boxes) and genes both bound by PPARα in our dataset and sensitive to fibrate in Kane *et al*.^20^ (blue outline boxes). The two-element color bars near the bound genes represent the log_2_ fold-changes in mRNA expression (by RNA-Seq) for these genes in HFD and CR livers, respectively, versus CD. *Indicates statistically significant changes (*q* < 0.05). (**B**) Lactate production in mouse primary hepatocytes following vehicle (black line) or fenofibrate (red line) treatment in the presence of glucose. (**C**) Glucose production in the presence of lactate/pyruvate as a gluconeogenic source following vehicle (black line) or fenofibrate (red line) treatment. (**D**) Oxygen consumption rate (OCR) assessed in the presence of glucose following vehicle (black line) or fenofibrate (red line) treatment. OCR also assessed following oligomycin, FCCP, and rotenone drug treatments. (**E–G**) Assessment of basal OCR (**E**), respiratory capacity (**F**), and ATP turnover (**G**) in primary hepatocytes following vehicle or fenofibrate treatment.

To further test the role of PPARα in regulating hepatic glucose metabolism, we treated mouse primary hepatocytes with fenofibrate, a PPARα agonist, and measured glycolytic rates. PPARα activation in hepatocytes cultured with glucose as a fuel displayed a significant increase in lactate production, suggestive of an increase in glycolytic flow (Fig. 4B). Consistent with this result, we observed decreased glucose production in the presences of lactate/pyruvate as a gluconeogenic source in fibrate-treated hepatocytes (Fig. 4C). These results suggest that PPARα enhances glycolysis, leading to non-oxidative conversion of glucose to lactate. To test this hypothesis, we assessed the oxygen consumption rate (OCR) in primary hepatocytes using glucose as a fuel (Fig. 4D). OCR was consistently lower in fenofibrate-treated hepatocytes, even in the presence of oxygen consumption inhibitors (oligomycin and rotenone) and enhancers (FCCP). We observed reduced basal OCR (Fig. 4E) and maximal respiratory capacity (Fig. 4F), as well as lower ATP turnover (Fig. 4G), in fenofibrate-treated primary hepatocytes compared to vehicle controls, confirming that PPARα activation decreases oxidative metabolism of glucose. These results, together with our binding data and RNA-Seq results in CR and HFD livers, further stress a role for PPARα in regulating glucose metabolism.

### *In vivo* fenofibrate treatment confirms role of PPARα regulation near genes involved in glucose metabolism in liver

We next tested the effect of *in vivo* fenofibrate treatment on specific PPARα targets identified by our ChIP-Seq data. We treated mice for two weeks with either vehicle or fenofibrate and measured hepatic gene expression of PPARα targets using quantitative PCR. We found significant up-regulation of well-characterized PPARα target genes following fibrate treatment, including *Acox1*, *Ehhadh*, and *Pdk4* (Fig. 5A). We next tested several novel PPARα targets identified from our ChIP-Seq data analysis. In keeping with our identification of a role for PPARα in regulating glucose metabolism, we found binding sites near the genes *Fbp1* and *Gck* in both CR and HFD and *Pklr* in HFD. Following *in vivo* fenofibrate treatment, the expression levels of these genes were significantly repressed, providing further support that these are regulated targets of PPARα (Fig. 5B). We also tested other novel targets bound in our ChIP-Seq data, including *Aldh1*, *Aldh2*, *Eno1, Pcx*, and *Sirt3*; however, these were not significantly altered following fibrate treatment by qPCR, suggesting that additional mechanisms are necessary to control their expression *in vivo*.

**Figure 5:**
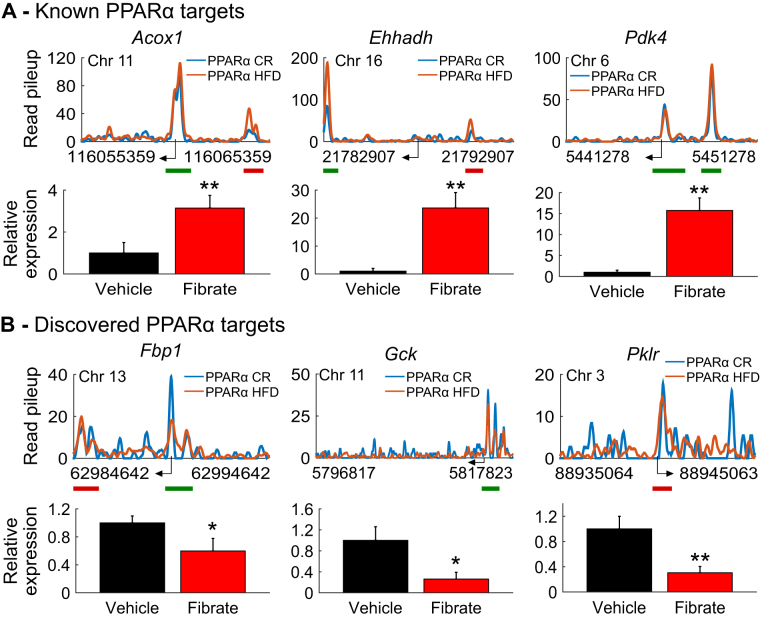
Identified targets are regulated *in vivo* by PPARα. (**A**) Read pileup profiles for CR and HFD PPARα ChIP-Seq near known regulated genes with corresponding *in vivo* qPCR results following fenofibrate treatment. (**B**) Read pileup profiles for CR and HFD PPARα ChIP-Seq near novel regulated genes with corresponding *in vivo* qPCR results following fenofibrate treatment. Read pileup refers to extended, normalized, and smoothed read pileup counts extracted from concatenated pools of aligned reads for the biological replicates for each factor (see Methods). Green lines indicate significantly called peaks in both CR and HFD. Red and blue lines indicate significantly called peaks in HFD and CR, respectively. *p < 0.05, **p *<* 0.01.

## Discussion

In this study, we examined the hepatic transcriptional and epigenetic landscapes of mice fed chow, high-fat, and calorie-restricted diets. Joint analysis of our epigenetic data with regulatory protein DNA binding motif data revealed a common set of transcription factors that may regulate the genes altered by these diets. In particular, we found strong enrichments for the PPARα and RXRα motifs near all the identified differential gene sets. We further investigated these findings with direct ChIP-Seq experiments for these factors and found that they do indeed bind extensively near these genes throughout the genomes of HFD and CR mice, further suggesting extensive roles for these factors in the hepatic response to dietary challenges. We particularly focused on the role of PPARα in regulating glucose metabolism in the liver and found extensive binding near genes encoding proteins involved in metabolism of carbohydrates. We validated these findings by treating primary mouse hepatocytes with fenofibrate to stimulate PPARα activation, discovering that activation of this factor enhances anaerobic glycolysis. We also performed *in vivo* fenofibrate treatment experiments in mice and, using quantitative PCR, validated several novel gene targets for PPARα involved in glucose handling. Overall, we present a comprehensive analysis of the effects of high-fat feeding and caloric restriction on mouse hepatic transcriptomics and epigenomics, along with new insights into how the divergent physiological and metabolic states induced by these diets are regulated at the level of transcription.

Our transcriptional profiling data revealed extensive changes in gene expression induced by both HFD and CR compared to CD, as well as many changes between HFD and CR directly. Interestingly, we observed a significant set of 695 genes that change in both extreme diets compared to controls, with 438 of these changing in the same direction. Genes that are up-regulated in both HFD and CR are enriched in oxidation-reduction and lipid metabolic processes, while genes down-regulated in both conditions are enriched in organonitrogen catabolism. Our data thus suggests that some processes and pathways, e.g. fatty acid synthesis, are commonly utilized by the liver in response to divergent dietary challenges. To this end, HFD induces unsaturated fatty acid and triglyceride synthesis to accumulate fat^25^ while CR induces adipose and liver enzymes involved in fatty acid metabolism, including *Fasn* and *Srebf1* which were significantly up-regulated by both diets in our data, to reduce oxidative stress and to induce energy production via β-oxidation^26^. Thus, the liver can co-opt specific pathways for purposes suitable to the needs of various external challenges, in this case dietary changes.

The majority of transcriptional changes induced by HFD and CR, however, are divergent. Specifically up-regulated at the mRNA level in HFD livers are genes involved in immune responses, inflammation, extracellular matrix, and cell death, consistent with anticipated complications resulting from obesity-induced insulin resistance^27–29^. CR livers induced genes related to ribosomes, translational processes, and mitochondria. The inflammatory state observed in HFD livers likely maintains complications related to the insulin resistant state, whereas the reduction in genes associated with these processes in CR, whether compared to CD or HFD, may contribute to the beneficial effects of caloric restriction.

Epigenetic data from DNase-Seq experiments allowed us to map the landscapes of accessible regulatory regions throughout the livers of mice fed each of these diets. We found that most of these accessible regulatory regions reside either within or proximal to known gene boundaries (77%), with the majority residing in introns (41%). We used sequence analysis of these accessible regulatory regions with known DNA-binding motif preferences for regulators to infer factors that are likely associated with transcription of the genes altered by diet. We separated sequences into low and high CpG content sets and looked for motif enrichments across several differential gene sets. While we did find factor enrichment differences between the low and high CpG content sets of sequences, as can be anticipated, we did not find many differences in motif enrichments between the various gene sets. These results suggest that common sets of regulatory proteins are utilized for numerous purposes in the liver. We identified strong enrichments for nuclear hormone receptors, ATF/CREB, and HNF1 factors in low CpG content regions, whereas we found nuclear respiratory factor and ELK/ETS/ETV factor enrichments in high CpG content regions (among others). The strong enrichment of nuclear hormone receptor factors led us to examine the binding profiles for some of these factors more specifically in HFD and CR livers.

We profiled PPARα and RXRα binding throughout the livers of HFD and CR mice using ChIP-Seq. Overall, we found extensive binding for these factors across the genomes as suggested by our motif analyses. We confirmed many known binding sites for these factors near the transcription start sites of specific genes, but also found several novel binding events near genes not known to be regulated by PPARα or RXRα (e.g. *Crtc2* and *Nfic*). We also directly compared binding events for these factors between HFD and CR. Overall, we found that only 1.2% (381 regions) of RXRα binding sites were differential between the diets, whereas a greater percentage (9.3%, 1,201 regions) of identified PPARα binding sites showed some evidence for differential binding. However, only a small portion of these differential sites mapped near genes found to be differentially expressed between HFD and CR, though many of these genes do indeed possess at least some binding evidence for these factors within or near their boundaries. We highlighted *Abcc4* and *Cyp7a1* as examples of genes that change in expression between the diets and that also possess a differential binding region for PPARα nearby.

While PPARα is a well-established regulator of lipid metabolism in the liver^18^, we noted extensive binding for this factor near genes involved in glucose metabolism. Prior studies of PPARα mutant mice^22, 30^, induced activation of PPARα in mice^20, 31^, and others^21, 32^ have also suggested a role for PPARα-dependent regulation of carbohydrate metabolism. Here, we found evidence for PPARα binding near many genes specifically involved in the glycolysis/gluconeogenesis pathway (9 of 14 genes in the canonical pathway analyzed), many of which are sensitive to PPARα agonist treatment according to prior data^20^ and five of which are altered in expression in response to HFD and/or CR according to our RNA-Seq data. To further test the role of PPARα in regulating glucose metabolism, we performed *in vitro* experiments in mouse primary hepatocytes and *in vivo* experiments in mice following fenofibrate treatment. We found that activation of PPARα by fenofibrate enhanced lactate production in the presence of glucose, but decreased glucose in the presence of lactate as a fuel. These results suggest a role for PPARα in enhancing anaerobic glycolysis in the liver. To further test these results, we showed that fenofibrate treatment reduces oxygen consumption rates in hepatocytes. We also found that fenofibrate treatment reduces the expression of the genes *Fbp1*, *Gck*, and *Pklr in vivo*, all of which are novel PPARα-regulated genes identified in this study that are involved in glucose metabolism and contain clear binding sites for PPARα near their transcription start sites. Indeed, evidence for a regulatory role of PPARα on *Gck* expression is somewhat contradictory from previous studies^22^. Fibrate has been shown to decrease its expression in mouse (as we see here), though the PPARα agonist WY14643 does not have the same effect. Moreover, rats possess a PPAR response element (PPRE) near this gene that is activated by LXRα/RXRα and PPARγ/RXRα in luciferase assays, though the role of PPARα in such studies has not been elucidated. Here, we show that PPARα indeed binds near the liver promoter of *Gck* and that the expression of this gene is sensitive to *in vivo* fenofibrate treatment. Overall, our results strongly suggest a role for PPARα in regulating glucose metabolism, in particular anaerobic glycolysis.

## Methods

### Animals and treatments

Calorie restricted male C57BL/6 J mice (5 months of age, 40% calorie restriction^33^, 13.7% calories from fat) were obtained from Charles River Laboratories. Additional male C57BL/6 J mice (stock number 000664, Jackson Labs, Bar Harbor, ME) were fed a standard normal (chow) diet (Prolab Isopro RMH 3000, LabDiet, St. Louis, MO, 14.3% calories from fat) or a high fat diet (HFD) (TD.93075; Harlan Laboratories, South Easton, MA, 54.8% calories from fat) for a period of 16 weeks with free access to food and water. All mice used in this study were housed in a facility accredited by the American Association for Laboratory Animal Care (AALAC). Calorie restricted mice were acclimated in the same animal facility as the chow and HFD mice prior to euthanasia. All experiments were carried out in accordance with guidelines for the use of laboratory animals and were approved by the Institutional Animal Care and Use Committees (IACUC) of University of Massachusetts Medical School and Massachusetts Institute of Technology.

Glucose tolerance tests were performed by intraperitoneal injection of mice with glucose (1 g/kg). Insulin tolerance tests were performed by intraperitoneal injection of mice with insulin (0.5 U/kg). Pyruvate tolerance tests were performed by intraperitoneal injection of mice with pyruvate (1 g/kg). Assays were performed using methods described previously^34^.

We also injected 8 week old C57BL/6 male mice intraperitoneally with the fenofibrate (100 mg/kg), the PPARα antagonist GW6471 (10 mg/kg), or with vehicle (DMSO/Solutol HS15/Sterile water) (10:15:75) three times a week over a two week period.

### RNA-Seq

Total RNA was extracted from the livers of mice (three per dietary condition) fasted overnight using the RNeasy Plus Mini kit (Qiagen, Valencia, CA). mRNA was isolated from DNA-free total RNA using an Illumina mRNA Purification Kit (Illumina, San-Diego, CA). The cDNA library was size-fractionated via gel electrophoresis by cutting a narrow slice (~2 mm, +/−25 bp) of the cDNA lane centered at the 300 bp marker. cDNA from the gel slice was extracted using the Qiagen PCR mini elute kit (Qiagen). The sample was then amplified by PCR using the paired-end primers and amplification reagents supplied with the Illumina ChIP-Seq genomic DNA prep kit. The amplified product was purified using a Qiagen PCR mini elute kit (Qiagen). The library was then used to build clusters on the Illumina flow cell according to the manufacturer’s protocol.

Following sequencing, the raw paired-end reads were aligned to known mouse RefSeq gene transcripts obtained from the UCSC table browser^35^ (accessed on May 19, 2016) and the mouse genome (build mm9) with the splice junction-aware short-read alignment tool TopHat (version 2.1.0)^36^. We restricted TopHat to only align to known transcript splice junctions. We used the Bioconductor package conditional quantile normalization (CQN, version 1.6.0)^37^ to remove systematic biases due to GC-content and gene length coverage and used DESeq2 (version 1.0.18)^38^ to perform differential expression analyses. We considered a gene to be differentially expressed if it possessed an absolute log_2_ fold-change between conditions ≥0.5, an FDR-adjusted p-value (q-value) ≤0.05, and was expressed in at least one tested condition (i.e. ≥0.1 FPKM).

### Clustering and enrichment analyses

All hierarchical clustering was performed with the *clustergram* function in Matlab with Euclidean distance and average linkage. For enrichment analyses, we used custom Matlab code implementing the hypergeometric distribution for enrichment p-value calculations and used the Benjamini-Hochberg FDR procedure to correct for multiple hypotheses.

### Microarray analysis

Raw CEL files from a published microarray study were obtained from the Gene Expression Omnibus, accession number GSE12147^20^. This included data from male C57Bl/6 mice treated with several selective PPARα agonists for 24 hr or 5 days at 1 mg/kg/day or water (vehicle) as control. Samples were background adjusted and normalized using the Bioconductor package *gcrma* and tested for differential expression between conditions using *limma* ^39^ in R.

### DNase-Seq

We performed DNase-Seq on livers from mice fed CD, HFD, or CR according to a previously described protocol^40^. Briefly, liver nuclei were isolated from a pool of 3–4 mice using sucrose based buffer and digested with DNaseI (Promega, Madison, WI). The chromatin was incubated overnight with Proteinase K (Life technologies, Grand Island, NY) at 55 °C. DNA was extracted using phenol chloroform and small DNA fragments were isolated using a sucrose gradient ultracentrifugation followed by a gel size selection step. The DNA fragments were subjected to library preparation and sequencing according to the Illumina protocol.

Sites of DNase cleavage are identified as the 5′ ends of the sequenced short reads from the DNase-Seq assay. We used the GPS algorithm^41^ to identify regions of enriched cleavage compared to a control DNase-Seq assay performed on naked genomic DNA (proteins stripped from the chromatin by phenol-chloroform extraction). GPS builds a probabilistic mixture model to predict the most likely positions of binding events at single-base resolution, requiring an empirical spatial distribution of DNase reads around a typical binding event to build its event detection model. To build the empirical distribution, we identified binding regions from PPARα and RXRα ChIP-Seq data in the same condition, centered in on regions containing known motifs for the protein in question, and summed the DNase read distribution at every base pair in a 600 base pair window around these binding sites. We also performed pairwise comparisons between conditions by submitting both DNase datasets to GPS in multiple condition mode.

### Motif analyses

For DNase hypersensitive sites, we took a 100 bp window around the single base GPS-identified sites for calculation of CpG content and motif matching. We calculated normalized CpG content of sequences using^42, 43^:

$${\rm{Normalized}}\,{\rm{CpG}}=\frac{{\rm{Observed}}\,{\rm{CpGs}}}{({\rm{Expected}}\,{\rm{CpGs}}|{\rm{GC}}\,{\rm{content}})}=\frac{{\rm{Observed}}\,{\rm{CpGs}}}{{({\rm{GC}}{\rm{content}}/2)}^{2}}$$

and divided sequences into low (<0.5) and high (>0.5) CpG content sets based on the bimodality of the empirical CpG content distribution obtained.

For motif analyses, we used a set of 1,588 DNA-binding motifs annotated to human and mouse transcriptional regulatory proteins from release 2013.3 of TRANSFAC^® ^^44^, represented as position-specific scoring matrices (PSSMs). All motifs used were of sufficient total information content (>8 total bits). We extracted the underlying genomic sequences from DNase hypersensitive regions and used TAMO^45^ to store the motif PSSMs, read in sequences, and score the sequences for matches to the motifs. We computed a normalized log-likelihood ratio (LLR) score as *LLR*_*norm*_ = (*LLR* − *LLR*_*min*_)*/*(*LLR*_*max*_ − *LLR*_*min*_) for every *k-*base-pair sub-sequence in the region, where *k* is the length of the motif PSSM. A motif match was called if *LLR*_*norm*_ was greater than or equal to the TRANSFAC^®^-computed minimum false positive matrix similarity score threshold (minFP) for that motif. The maximum matching *LLR*_*norm*_ for each motif in each sequence was retained. Regions with no matches to a given motif were given a score of zero. We also computed motif match scores for sets of equally-sized, GC-content matched background sequences obtained by randomly sampling regions from the mm9 genome.

We used a hypergeometric test to determine enrichment of a motif in the sets of foreground sequences (i.e. DNase regions) compared to matching random background sequences. For such tests, we counted, for a given motif, the number of motif matches in both the foreground and background sets of sequences and compared these values to one another. As many of the motif models are redundant, we used affinity propagation to cluster the motifs, using the pairwise Kullback-Leibler divergence as the similarity metric and a self-similarity parameter of −0.4. This procedure created 284 motif clusters. We post-clustered the motif enrichment results, retaining the result from the most significantly enriched motif in each cluster, and corrected the raw p-values with the Benjamini-Hochberg procedure.

### ChIP-Seq

Following overnight fasting, mice were anaesthetized and the liver was processed as previously described^46^. ChIP experiments were performed on two livers per condition (biological replicates) using antibodies against RXRα (sc-153x, Santa Cruz Biotechnology, Santa Cruz, CA) or PPARα (MAB3890, Millipore, Billerica, MA). We fragmented chromatin with a Covaris S2 sonication machine (Covaris, Woburn, MA) to obtain fragments ranging from 500 to 1000 base pairs. 5 µg of antibody or IgG was incubated with beads for 6 hours before incubating with sonicated chromatin overnight. We then washed the beads, eluted the chromatin, reversed crosslinks for 2 hours, and treated samples with RNase and Proteinase K. We purified the DNA and constructed sequencing libraries using the DNA Sample Kit (Part# 0801-0303, Illumina, San Diego, CA) according to the manufacturer’s instructions. The samples were sequenced on an Illumina GAII/HiSeq sequencing platform and the resulting short reads were aligned against the mm9 reference mouse genome using Bowtie (version 0.12.7)^47^. Enriched genomic regions were identified by MACS (version 1.4)^48^ using an IgG control and the resulting peaks were filtered to have an enrichment p-value of <1e-10. Overlapping peaks between RXRα and PPARα ChIP-Seq datasets were restricted to those whose summits mapped within ±100 bp. Transcription factor binding motifs from the TRANSFAC database were used with the THEME software package^49^ to find enriched motifs in the DNA sequences under the filtered ChIP peaks. For ChIP-Seq read pileup visualizations, we concatenated the aligned sequence reads from biological replicates for each factor in each condition, extracted reads mapping within the specified windows (allowing for only two reads mapping to the exact same location to minimize PCR biases), extended each read in the 3′ direction to a full length of 200 bp, summed the number of extended reads overlapping each base pair within the window, normalized the read count levels to account for sequencing depth differences between samples, and smoothed the read profiles using a moving average filter (120 bp rate). Thus, read pileup axes in Figs 3 and 5 refer to these concatenated, extended, normalized, and smoothed read profiles.

### Primary hepatocytes

We isolated mouse primary hepatocytes with a modified 2-step perfusion method^50^ that uses Liver Perfusion Media and Liver Digest Buffer (Invitrogen)^51^. We seeded cells on plates (pre-coated [1 h] rat tail collagen I [BD Biosciences]) in DMEM supplemented with 4.5 g/L glucose, 10% FBS, 0.2% BSA, 2 mM sodium pyruvate, 2 mM glutamine, 1 μM dexamethasone, 100 nM insulin and 1% penicillin/streptomycin. After attachment (2 h), the medium was removed and the hepatocytes were incubated (22 h) in maintenance medium (DMEM supplemented with 4.5 g/L glucose, 0.2% BSA, 2 mM sodium pyruvate, 2 mM glutamine, 0.1 µM dexamethasone, 1 nM insulin and 1% penicillin/streptomycin). In some cases, we incubated hepatocytes (16 h) with fenofibrate (100 μM, Sigma). The drugs were dissolved in DMSO; control studies were performed by addition of vehicle (DMSO) alone.

We evaluated glucose production by incubating 5.5 × 10^5^ primary hepatocytes in collagen-coated 35 mm wells (6 well plates) with M199 media (Invitrogen) supplemented with 0.5% BSA and 1% penicillin/streptomycin for 18 hours. Cells were then incubated in glucose/glutamine/phenol red-free DMEM (Sigma) supplemented with 3.7 g/L sodium bicarbonate, 2 mM lactate and 20 mM sodium pyruvate for the indicated times. Glucose production in the medium was assessed using the glucose (HK) assay kit (Sigma) and values were normalized to total hepatocyte protein.

We evaluated lactate production by incubating 5.5 × 10^5^ primary hepatocytes in collagen-coated 35 mm wells (6 well plates) with M199 media (Invitrogen) supplemented with 0.5% BSA and 1% penicillin/streptomycin for 18 hours. Cells were then incubated in glucose/glutamine/phenol red-free DMEM (Sigma) supplemented with 1.85 g NaCl, 0.2% BSA, 0.1 µM dexamethasone, 1 nM insulin and 138 mM glucose for the indicated times. Lactate production was measured in the medium using the reconstituted Lactate Reagent (Beckman Coulter) and values were normalized to total hepatocyte protein.

### Oxygen consumption rates

We quantified oxygen consumption rates (OCR) in primary hepatocytes using an XF24 Extracellular Flux Analyzer (Seahorse Bioscience, Billerica, MA) and XF assay kits to measure extracellular flux changes of oxygen and protons. Briefly, primary hepatocytes were plated (4 × 10^4^ cells/well) in collagen-coated XF24-microplates (Seahorse Bioscience). After attachment (2 h), the hepatocytes were transferred to running medium (sodium bicarbonate-free DMEM supplemented with 4.5 g/L glucose, 0.2% BSA, 2% penicillin/streptomycin, 1 nM insulin and 0.1 μM dexamethasone) and incubated at 37 °C in a humidified atmosphere without CO_2_ supplementation. Baseline measurements were performed prior to the addition of substrates (1 g/L glucose, 200 µM palmitate-BSA, or 10 mM lactate/1 mM pyruvate) or inhibitors (1 µM oligomycin, 0.1 µM FCCP, or 100 nM rotenone). Mitochondrial oxygen consumption rates were calculated as the difference between the maximal respiratory rate (in the presence of FCCP) and the respiratory rate after addition of rotenone. Data obtained from 11 independent wells were examined for each condition.

### Quantitative RT-PCR

The expression of mRNA was examined by quantitative PCR using a Quantstudio PCR machine (Life Technologies). TaqMan^®^ assays were used to quantify *Acox1* (Mm01246834_m1), *Ehhadh* (Mm00619685_m1), *Fbp1* (Mm00490181_m1), *Gck* (Mm00439129_m1), *Pdk4* (Mm01166879_m1), and *Pklr* (Mm00443090_m1). The relative mRNA expression was normalized by measurement of the amount of *18S* RNA in each sample using TaqMan^©^ assays (catalog number 4308329; Life Technologies).

## Electronic supplementary material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

# Supplementary material for: Hyper- and hypo- nutrition studies of the hepatic transcriptome and epigenome suggest that PPARα regulates anaerobic glycolysis
**Source:** Sci Rep. 2017 Mar 14;7:174. doi: 10.1038/s41598-017-00267-9
**Supplement:** Supplementary file 1 — Supplementary Information

**SUPPLEMENTARY INFORMATION FOR: Hyper- and hypo- nutrition studies of the hepatic transcriptome and epigenome suggest that PPAR $\alpha$  regulates anaerobic glycolysis**

Anthony R. Soltis<sup>1,3</sup>, Shmulik Motola<sup>1,3</sup>, Santiago Vernia<sup>2,3</sup>, Christopher W. Ng<sup>1</sup>, Norman J. Kennedy<sup>2</sup>, Simona Dalin<sup>1</sup>, Bryan J. Matthews<sup>1</sup>, Roger J. Davis<sup>2</sup>, and Ernest Fraenkel<sup>1,\*</sup>

<sup>3</sup>These authors contributed equally to this work.

## SUPPLEMENTARY FIGURES AND TABLES

### FIGURE S1: qPCR validation of CR versus HFD gene expression changes and RNA-Seq sequence read alignment statistics.

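By RNA-Seq, *Apoa4*, *Cidea*, *Egr1*, *Fos* and *Il1rn* were higher in HFD than in CR, with limma log2 fold changes of 5.22, 7.73, 3.56, 4.21 and 2.56, and each was differentially expressed. *Rps14* and *Sirt3* were lower in HFD and differentially expressed, with log2 fold changes of −4.87 and −2.10. *Alb*, the gene of serum albumin, was at 12720 ± 925 FPKM (SD, n = 2) in HFD and 32940 ± 5321 FPKM (SD, n = 3) in CR (−1.36, adjusted p = 0.055), and *Apoa1* at 3823 ± 781 FPKM (SD, n = 2) and 7570 ± 2266 FPKM (SD, n = 3) (−0.95, adjusted p = 0.15). Both HFD samples were separated from all 3 CR samples for all 9 of these genes. The log2 ratio of the mean FPKM, without a pseudocount, was −4.934 for *Rps14*. It departed most from the limma value for *Cidea* (9.389) and *Fos* (5.235), whose changes thus depend on the pseudocount. Corrected for GC content and length, *Rps14* had −3.71, *Apoa1* −0.05 and *Alb* −1.15 (adjusted p = 0.029 for *Alb*). The qPCR measurements themselves are not in the files analysed here.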

(A) qPCR validation of gene expression level changes between CR and HFD for genes *Alb*, *Apoa1*, *Apoa4*, *Cidea*, *Egr1*, *Fmo3*, *Fos*, *Il1rn*, *Rps14*, and *Sirt3*. 

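The fragments behind the deposited FPKM values, estimated from the widths of the authors' intervals, were compared with the paper's read pairs for the sample of the same name. They amounted to 72.1%, 69.9% and 65.7% of the pairs for CD replicates 1 to 3, 61.2% and 46.3% for HFD replicates 1 and 2, and 71.1%, 66.0% and 66.5% for CR replicates 1 to 3. The estimate takes each bound to lie 2 Poisson standard deviations from the value, and between 60.7% and 63.4% of rows with fewer than 60 fragments came within 0.02 of a whole number. The 10 highest genes made up from 25.9% to 35.3% of the summed FPKM of a sample. No alignment or uniqueness percentages can be computed from the files analysed here.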

(B) Total obtained reads, alignment percentages, proper paired mapping percentages, and the percentage of uniquely aligned reads for paired-end reads from CD, HFD, and CR RNA-Seq samples.

### FIGURE S2: DNase-Seq dataset correlations and example binding profiles.

(A-C) Correlation plots between read counts (tags) from CD, HFD, and CR DNase-Seq datasets: HFD versus CD (A), CR versus CD (B), and HFD versus CR (C). Correlation values are for Pearson correlation coefficients. (D-E) Example read pileup tracks from CR and HFD DNase-Seq datasets near genes *Cyp2b10* (D) and *Abca1* (E) which are known to contain LXR $\alpha$ :RXR $\alpha$  binding sites. Bottom tracks show RXR $\alpha$  profiles from CR and HFD ChIP-Seq samples, confirming binding sites in these hypersensitive regions for expected factors. (F) Motif logo for LXR $\alpha$ :RXR $\alpha$  DNA-binding preference that is enriched in DNase-Seq regions.

### FIGURE S3: Validation of PPAR $\alpha$ and RXR $\alpha$ antibodies and binding locations from ChIP-Seq studies.

(A) (Left) Nuclear or cytoplasmic fractions of homogenized CR and HFD livers were assayed by Western blot using anti-RXR $\alpha$  or  $\beta$ -actin primary antibodies. (Right) Whole-cell lysates from CR and HFD livers were immunoprecipitated with PPAR $\alpha$  antibody; IP and supernatant were immunoblotted with anti PPAR $\alpha$  or  $\beta$ -actin antibodies. (B) Genome-wide binding locations of PPAR $\alpha$ , RXR $\alpha$ , and overlapping PPAR $\alpha$ :RXR $\alpha$  ChIP-Seq peaks with total enrichment region numbers. Regions were mapped near genes according to: proximal promoters – within 200 bp of gene TSS; distal promoters – within 5 kb upstream of gene; downstream – within 5 kb downstream of gene end; introns, exons, 5' UTR, and 3' UTR – if region intersected one of these features; and distal intergenic – outside 5 kb window around gene.

**TABLE S3. ChIP-Seq and DNase-Seq dataset statistics.** Information for PPAR $\alpha$ , RXR $\alpha$ , and IgG antibodies, total and unique reads, positive and negative peaks called by MACS, gene annotations (+/- 10 and +/- 1 kb), and replicate numbers is included.

Figure S1

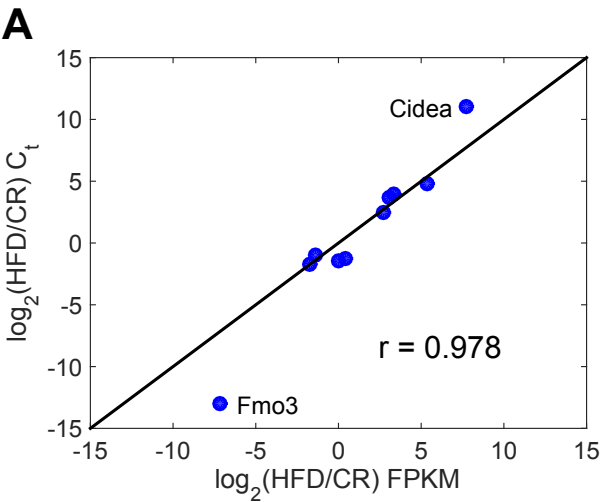

**B**

| Sample | Total paired-end reads | % Aligned reads | % Proper pair alignments | % Aligned uniquely |
|--------|------------------------|-----------------|--------------------------|--------------------|
| CD-1   | 37643030               | 97.5            | 94.1                     | 79.2               |
| CD-2   | 33414197               | 96.6            | 92.4                     | 79.6               |
| CD-3   | 35945949               | 96.6            | 92                       | 79.2               |
| HFD-1  | 36262557               | 97.2            | 93.8                     | 81.3               |
| HFD-2  | 37447506               | 96.5            | 92.8                     | 77.3               |
| HFD-3  | 25037298               | 96.6            | 93.5                     | 84.3               |
| CR-1   | 39189223               | 96.6            | 92.5                     | 85.5               |
| CR-2   | 19858320               | 96.9            | 93.7                     | 85                 |
| CR-3   | 30429450               | 97.7            | 94.8                     | 84.7               |

# Figure S2

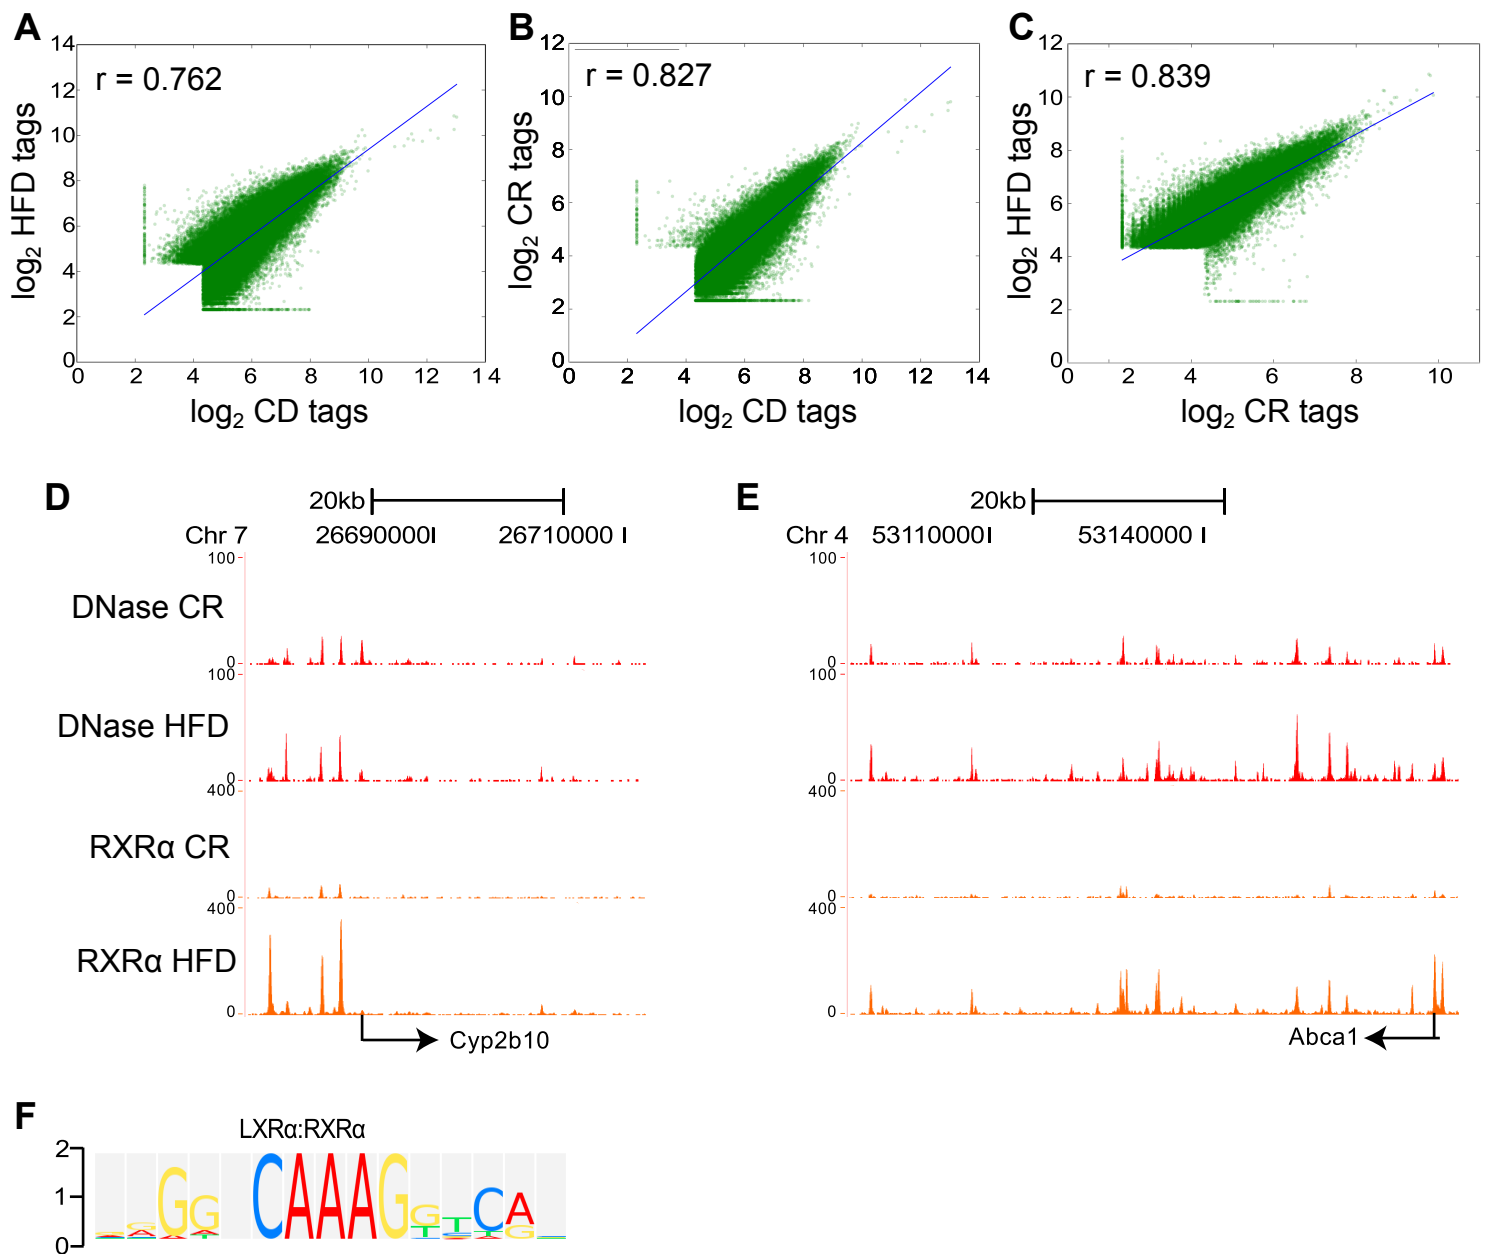

Figure S3

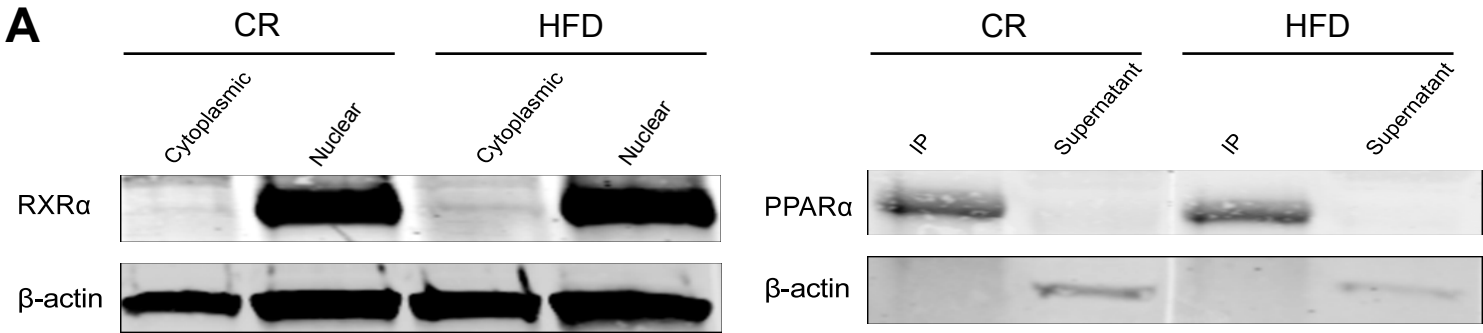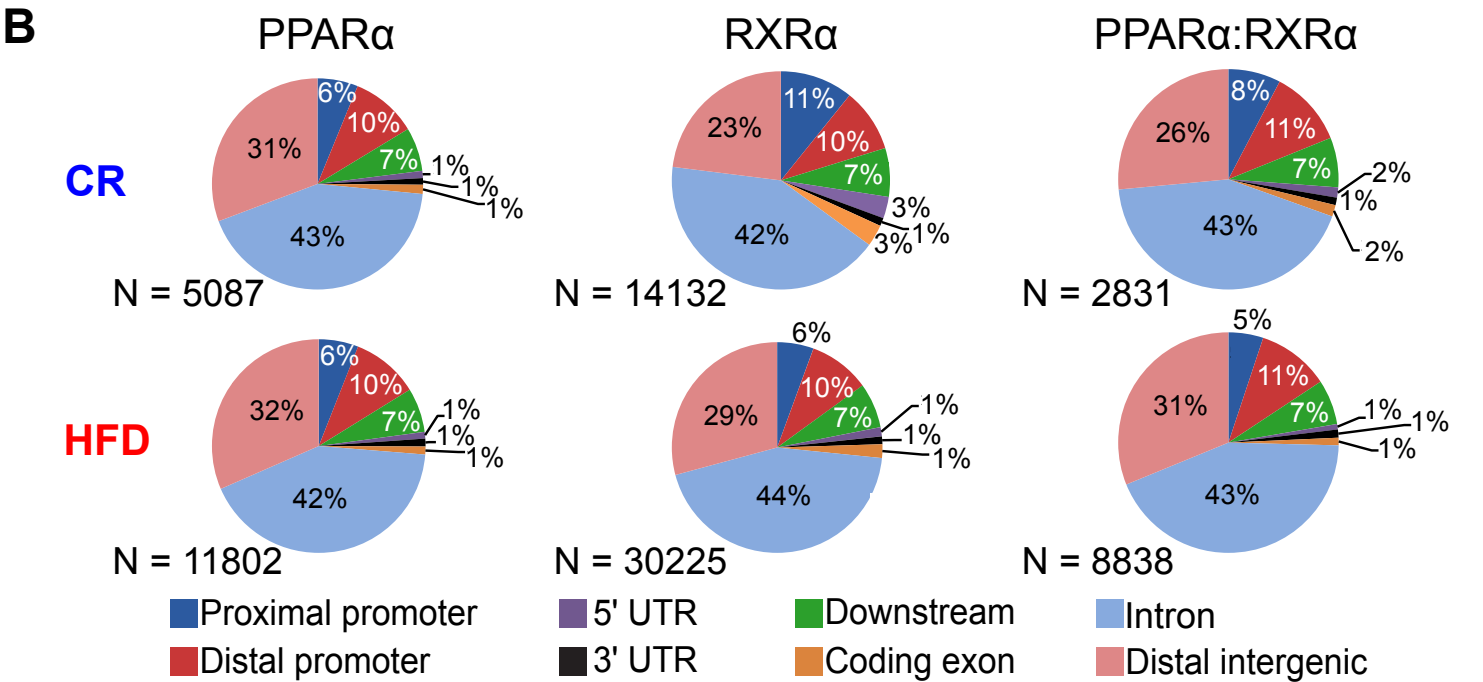

Table S3

| Sample      | Cat #   | Condition | Number of total reads | Number of unique reads | Positive:negative peaks | Number of annotated genes (+/- 10 kb) | Number of annotated genes(+/- 1 kb) | # of replicates |
|-------------|---------|-----------|-----------------------|------------------------|-------------------------|---------------------------------------|-------------------------------------|-----------------|
| RXRα        | sc-153x | CR        | 55,118,418            | 27,591,607             | 14,132:1,009            | 3,381                                 | 1,887                               | 2 concatenated  |
| RXRα        | sc-153x | HFD       | 51,970,684            | 37,419,814             | 30,255:1,922            | 4,767                                 | 2,090                               | 2 concatenated  |
| PPARα       | MAB3890 | CR        | 37,853,458            | 24,214,914             | 5,087:404               | 1,253                                 | 388                                 | 2 concatenated  |
| PPARα       | MAB3890 | HFD       | 22,755,500            | 16,409,143             | 11,802:450              | 2,320                                 | 808                                 | 2 concatenated  |
| IgG         | sc-2027 | CR        | 21,225,535            | 11,052,772             |                         |                                       |                                     | 1               |
| IgG         | sc-2027 | HFD       | 22,203,246            | 13,504,158             |                         |                                       |                                     | 1               |
| DNase       |         | CD        | 12,851,994            | 11,054,890             |                         |                                       |                                     | 1               |
| DNase       |         | CR        | 13,629,774            | 11,343,038             |                         |                                       |                                     | 1               |
| DNase       |         | HFD       | 13,584,470            | 11,671,690             |                         |                                       |                                     | 1               |
| DNase naked |         | CD        | 13,139,144            | 11,163,521             |                         |                                       |                                     | 1               |
| DNase naked |         | CR        | 20,579,163            | 8,030,122              |                         |                                       |                                     | 1               |
| DNase naked |         | HFD       | 15,368,723            | 11,324,558             |                         |                                       |                                     | 1               |

How the deposited data were processed for this re-analysis (not part of the article)

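RNA-Seq values from the livers of male mice on 3 diets were analysed, 3 on CD, 2 on HFD and 3 under CR, with the sample as the unit of replication. The authors deposited FPKM values for each sample, in the table layout of Cufflinks on the mm9 build, with an upper and a lower bound and a status for each row. These values were already normalized by the authors to transcript length and to the fragments of each sample. They do not include the correction for GC content and length that the paper made on read counts with CQN before its test with DESeq2, and those counts are not in the files analysed here. ChIP-Seq and DNase-Seq samples have no processed file among them and were left out.

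Of the 22488 rows in each file, with 22036 gene symbols, the FPKM values of a symbol listed at several loci were summed, as for 231 symbols. Left out were 188 symbols that the authors' program had marked as having low data or as failed in any sample, which left 21848. Samples were scaled by the median of ratios over all 8 samples. Each pair of diets was then compared with limma 3.58.1 in R 4.3.3, by its moderated test with an intensity trend on log2(FPKM + 0.1), over the genes with a mean of at least 0.1 FPKM in either diet. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called differentially expressed at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

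The procedure was tested on simulated data, 3 sets with 200 changed genes each and a standard deviation of 0.25 between replicates on the log2 scale. It called 197 to 200 of the changed genes and 13 to 18 unchanged genes, and at most 2 genes in a contrast with no change. The simulated changes were all well above the fold-change threshold, in genes above 1 FPKM, and no trend with length or GC content was simulated. Real spreads lay on both sides of 0.25, as in CR against CD with 0.963 for *Atp5e* and 0.077 for *Jak2*. The test therefore does not tell how many calls in the real data are false or missed.

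The genes named in the text are those the paper names in connection with the RNA-Seq data, together with a choice made by rule. For each contrast the rule took the 3 differentially expressed genes with the largest log2 fold change in each direction, among genes with a mean of at least 1 FPKM in the higher diet and with all samples of the 2 diets separated. Some of the genes so named or chosen are not reported here. Expression is given as the mean and SD of scaled FPKM, and a gene's position as the span of its row or rows on mm9. The overlap of the contrasts was tested with a hypergeometric test and the directions with Fisher's exact test. No ontology was available, so 8 families that can be read from gene symbols were tested by Fisher's exact test, with adjustment over 48 tests. A comparison of genes with transcript length used the longest protein-coding transcript in the GENCODE M1 annotation.

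The files give no read counts. The fragments behind each sample, 13.1 to 27.9 M, were estimated from the widths of the authors' intervals on the assumption that these are Poisson intervals, with medians of 23.6 M for CD, 19.8 M for HFD and 20.2 M for CR. Replicates of a diet correlated across 8503 genes with r of 0.946 to 0.983, against 0.827 to 0.956 between diets, and genes are not independent replicates. The squared difference between 2 replicates, divided by its Poisson variance, had a median over genes of 4.9 to 14.5, where counting noise alone would give 0.455, so the spread between mice and libraries, and not the counting of fragments, set the precision of all but the lowest genes.

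Alternatives were a pseudocount of 1 or 0.01, no filter or a filter at 1 FPKM, no scaling or quantile normalization, all 8 samples in a single fit, the replicate number as a block, other fold-change thresholds and the omission of each sample. A correction for GC content and length fitted natural splines with 5 degrees of freedom per sample to the log2 values, over the 91.5% of symbols with a known GC content and length. It was applied alone and with the block. Genes marked as having low data or as failed were kept in a further alternative. For the share of genes changed in the same direction, the CD samples were also divided between the contrasts.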

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

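Sets of genes that the paper does not discuss were compared between each diet and CD. A set was flagged when at least 50% of its tested genes lay on the same side of every CD sample and the size of its median log2 fold change was at least 1. Sets with fewer than 3 tested genes were not flagged, nor were the markers of macrophages and the Y-linked genes, *Xist* and *Nnt*, which served to test explanations. These cut-offs and limits were chosen after the values of the sets had been printed, and a flag is only a reason for a closer look. There were 4 such results. Without the limits 2 more would have met the cut-offs. Of the macrophage markers 5 of 8 were lower in every CR sample, with a median of −1.166, and the 2 tested genes of pancreatic acinar cells were both lower in every HFD sample, with a median of −1.845, or −0.91 after the correction for GC content and length.

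Globin genes were flagged in both diets. Their median log2 fold change was 3.256 in CR, with 3 of 4 genes higher in every CR sample than in every CD sample, and 3.125 in HFD, with 4 of 4 higher in every HFD sample. A division of reads between the paralogous globin genes does not account for this, since their summed expression was 8.325 to 10.39 FPKM in the CD samples, 52.06 to 196.2 in CR and 77.61 to 120.9 in HFD. On the log2 scale the mean sum was higher by 3.904 in CR and 3.424 in HFD. Corrected for GC content and length, the median of the set was 3.269 in CR and 4.086 in HFD, no nearer 0. More blood in the sampled livers was tested with other genes of reticulocytes. Of the 2 that were detected in CR against CD, 1 was higher in every CR sample, and of the 3 detected in HFD against CD, 2 were higher in every HFD sample. These are too few genes to decide, and the pattern cannot be told apart from a difference in the blood left in the livers, of which CD would then hold less. The predictions for the paralogs and for length were written after the values of the set had been seen. Those for the other reticulocyte genes were written before the values of these genes were looked at, but prompted by the flag. A technical difference between the CD samples and all others is possible too and was not tested, so no biological explanation is offered.

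Female-biased liver genes were flagged in HFD, with a median log2 fold change of −1.32 against CD over 7 genes. Of these, 4 were lower in both HFD samples than in all 3 CD samples, and 4 were differentially expressed by limma. Male-biased genes were lower as well, with a median of −0.828 over 13 genes. The difference of −0.492 between the medians was no larger than between random sets of the same sizes (permutation p = 0.3, adjusted p = 0.3 over 4 comparisons of sets), which gives no sign of a shift between the sexes. The median after the correction for GC content and length was −1.171, so that bias, as corrected, does not account for most of the decrease. This prediction was written after the uncorrected value was seen. The set holds close paralogs of the Cyp3a and Sult families whose reads the authors' program could have divided in various ways. The 4 genes lower in both HFD samples were the Cyp3a genes *Cyp3a41a*, *Cyp3a41b*, *Cyp3a16* and *Cyp3a44*, with log2 fold changes of −1.919, −1.547, −1.32 and −2.671. A changed division of reads among these 4 would raise some as it lowers others, so it does not account for a decrease of all 4. A constant share of *Cyp3a44* reads given to the others would lower all together, and that is not excluded. *Cyp3a44* was at a mean of 32.9 FPKM in CD and 4.56 in HFD. *Cyp3a41a*, *Cyp3a41b* and *Cyp3a16* had CD means of 0.573, 0.416 and 0.664 FPKM, so their fold changes depend on the pseudocount. A division with paralogs outside these genes was not tested, and the decrease cannot be told apart from that.

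A set labelled as the negative arm of the circadian clock was flagged in CR, with a median log2 fold change of 1.239 over 8 genes. It also holds *Dbp* and *Tef*, which are not repressors. Of these, 5 were higher in every CR sample than in every CD sample and 4 were differentially expressed. Against this, *Nr1d1* was lower in every CR sample (−1.034) and *Bhlhe41* changed by −0.331. The set labelled as the positive arm had a median of −0.371 over 5 genes, but it also holds the repressors *Cry1* and *Nfil3*. Of its activators, *Arntl* (−1.95) and *Npas2* (−1.215) were lower in every CR sample and differentially expressed. *Clock* changed by −0.371, with overlapping samples. *Cry1*, which belongs to the negative arm, was higher in every CR sample and differentially expressed (1.213), and *Nfil3* changed by −0.366. If the phase of the clock differed at collection, the arms would shift in opposite directions, which not every gene did. The difference of the medians of the sets was 1.61, larger than between random sets of the same sizes (permutation p = 7e-05, adjusted p = 0.00014). Most of it is the flagged median of the first set, and neither set is confined to its arm. This test therefore does not show a shift of the positive arm. The genes of a set are not independent, so that p describes the set and not a difference between mice. In HFD the same difference was 1.634 (permutation p = 0.0039, adjusted p = 0.0052). The trends with GC content and length that the correction removes do not account for the shift in CR, the corrected median being 1.289. CR against CD had little trend along length to remove (Spearman's rho 0.069), so the check says little about length. This prediction was written after the uncorrected value was known. A difference in clock phase between CR and CD livers is a candidate explanation. It may come from the feeding schedule or from the hour at which the livers were taken, and the labels give no hour, so these cannot be told apart. As HFD differed from the same CD samples by 1.634, the difference is not particular to CR. A deviation of the shared CD samples cannot be told apart from it either.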

How the results depend on the processing

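The main settings, the tests, the rule for the named genes, the sets of genes and all alternatives except 1 were fixed before the processed files arrived. The exclusion of genes marked as having low data or as failed, and the alternative that keeps them, were chosen after seeing the data. That alternative moved none of the 5 headline results by more than 1.5 times, with 3904, 821 and 2830 differentially expressed genes for HFD against CD, CR against CD and HFD against CR. Alternatives planned for read counts (another normalization, a shrunken fold change and 2 count filters) were not run, because the files hold FPKM values. No alternative was left out for time.

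The headline counts of the main settings were 3970, 868 and 2900 differentially expressed genes for the 3 contrasts, 332 shared genes and 74.7% of these in the same direction. Pseudocounts of 1 and 0.01, the filter at 1 FPKM, quantile normalization, all 8 samples in a single fit and the other fold-change thresholds kept all counts within 1.5 times.

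Without a filter the count was 502 for CR against CD and 1911 for HFD against CR, with 139 shared genes. This setting adds genes near 0 FPKM, which enter the variance trend and the adjustment of p and could explain the lower counts. Without scaling between samples the shared genes rose to 515. The HFD samples then lie above the CD samples for most genes, 5364 of 5780 differentially expressed genes being higher in HFD, which could explain the gain.

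The correction for GC content and length changed the counts to 2437 for HFD against CD and 2168 for CR against CD, with 555 shared genes. It removes the trends along length that separate samples of the same diet as well as the diets, so a smaller spread within CD and CR may explain the gain for CR and a smaller difference between HFD and CD the loss for HFD. With the correction and the replicate block together there were 458 genes for HFD against CD, 2082 for CR against CD and 153 shared.

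The replicate block takes the replicate numbers as a pairing, which only the labels give. With it 10 genes were differentially expressed between HFD and CD, 2 were shared, and 50.0% of these changed in the same direction. The block leaves 1 residual degree of freedom in that contrast, but it does so in HFD against CR too, where 2777 genes were differentially expressed. The reason for the loss between HFD and CD was not tested. The block cannot move the fold changes of the balanced contrast of CR with CD. Over genes with an absolute log2 fold change of at least 1 in both contrasts, another criterion, the percentage was 65.5 with all CD samples shared. By that criterion it had a median of 59.9 with no CD sample shared, with a range from 38.4 to 72.8.

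Across the fits that each left out a single sample, the counts ranged from 2065 to 4116 for HFD against CD, 221 to 1237 for CR against CD and 259 to 2726 for HFD against CR. The shared genes ranged from 76 to 543 and the percentage from 64.7 to 89.6. The fits without an HFD sample compare a single HFD liver, and no spread within HFD enters them.

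Of 113 log2 fold changes of named genes, 35 kept their direction and side of the threshold under every alternative. Of all their rows, 1814 were unchanged, 83 passed the threshold only under the alternative, 136 no longer passed it, and 36 changed sign. For the gene families, 136 rows were unchanged and 8 no longer passed. Of the numbers up- and down-regulated, 65 stayed within 1.5 times and 45 did not.

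The named genes that changed sign each had a main value that did not pass the thresholds. Without scaling, the log2 fold change in HFD against CD became 0.263 for *Aass*, 0.375 for *Kynu*, 0.064 for *Pnp*, 0.612 for *C1qa*, 0.684 for *G6pc*, 0.108 for *Fbp2*, 0.165 for *Gapdh* and 0.785 for *Pcx*, and in CR against CD 0.221 for *Aass*. Quantile normalization gave 0.071 for *Aass*, 0.006 for *Kynu*, 0.207 for *C1qa*, 0.583 for *G6pc*, 0.111 for *Gapdh* and 0.673 for *Pcx* in HFD, and −0.043 for *Rpl37* and −0.112 for *Pcx* in CR. The main settings divide the HFD samples by factors of 1.211 and 1.729, so every gene in HFD is higher without scaling, and quantile normalization aligns whole distributions and not their typical ratio, which could explain these changes. Under the correction for GC content and length, *C1qa*, *Fbp2* and *Gapdh* had 0.82, 0.113 and 0.104 in HFD and *Rpl37* had −0.082 in CR. With the replicate block added to it, *C1qa* and *Fbp2* had 0.83 and 0.179, and *Rpl37* −0.082. When each sample was left out, *C1qa* ranged from −0.682 to 0.021, *C1qc* from −0.045 to 0.609, *Aif1* from −0.407 to 0.685, *G6pc* from −0.477 to 0.107 and *Pcx* from −0.304 to 0.137 in HFD against CD, *Rpl37* from −0.448 to 0.685 in CR against CD and *Nfic* from −0.107 to 0.753 in HFD against CR.

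Depth limits the genes of low expression most. CR replicate 2 rests on about 13.1 M fragments and HFD replicate 2 on about 17.3 M, and genes below 1 FPKM, such as *Abcc4*, depend on the pseudocount, the log2 fold change of *Abcc4* in HFD against CR being −0.497 with a pseudocount of 1.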

Differences from the paper's values

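The paper's values are compared with those obtained here under the main settings. For each value that differed, the settings named are those under which it no longer did, each with its value. Under every other alternative, including the 1 that was chosen after seeing the data, the difference remained. Genes differentially expressed in CR against CD numbered 868 against the paper's 2724, which was reached within 1.5 times under the GC content and length correction (2168) and that correction together with the replicate block (2082). Genes differentially expressed by both diets numbered 332 against the paper's 695, which was reached within 1.5 times under the GC content and length correction (555), no scaling between samples (515) and the omission of CR replicate 2 (543). Genes up-regulated by both diets numbered 152 against the paper's 255, which was reached within 1.5 times under the GC content and length correction (192) and the omission of CR replicate 2 (276). Genes down-regulated by both diets numbered 96 against the paper's 183, which was reached within 1.5 times under the GC content and length correction (158) and the omission of CR replicate 2 (183). Genes up-regulated in HFD and down-regulated by CR numbered 45 against the paper's 186, which was reached within 1.5 times under the GC content and length correction (126). Genes up-regulated by CR and down-regulated in HFD numbered 39 against the paper's 71, which was reached within 1.5 times under the GC content and length correction (79). Genes changed in the same direction by both diets numbered 248 against the paper's 438, which was reached within 1.5 times under the GC content and length correction (350), no scaling between samples (424) and the omission of CR replicate 2 (459).

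*Ccr2* had a log2 fold change of 2.642 in HFD against CD, where the paper's is 2.14225, and the GC content and length correction (1.914) and that correction together with the replicate block (2.098) closed the gap. The paper's log2 fold change of *Apoa4* in HFD against CD is 2.21582, against 1.798 here, and the value no longer differed under the GC content and length correction together with the replicate block (2.284). The correction alone gave 2.423 (standard error 0.228), within a standard error of the paper's value but not counted as closing the gap. For *Cyp17a1* in HFD against CD, the log2 fold change was 0.679 and the paper's was 1.3, with the difference closed by the GC content and length correction (0.984), that correction together with the replicate block (0.963), no scaling between samples (1.534), quantile normalization (0.885), the omission of CD replicate 2 (0.894) and the omission of HFD replicate 2 (1.023). At 1.638, the log2 fold change of *Thrsp* in HFD against CD differed from the paper's 2.36121 except under the GC content and length correction (2.415), that correction together with the replicate block (2.542), no scaling between samples (2.504), quantile normalization (2.192), the replicate block alone (1.843), the omission of CD replicate 2 (1.845) and the omission of CD replicate 3 (1.85). *Hif1a* had a log2 fold change of 1.434 in HFD against CD, where the paper's is 0.869194, and the GC content and length correction (0.795), that correction together with the replicate block (0.637), a pseudocount of 1 (1.17), the replicate block alone (1.194) and the omission of CD replicate 3 (1.202) closed the gap. The paper's log2 fold change of *Jak2* in HFD against CD is 0.538985, against 1.03 here, and the value no longer differed under the GC content and length correction (0.442) and that correction together with the replicate block (0.537). For *Bak1* in HFD against CD, the log2 fold change was 0.35 and the paper's was 1.23731, with the difference closed by no scaling between samples (1.188). At 1.542, the log2 fold change of *Fads1* in HFD against CD differed from the paper's 1.28883 except under the GC content and length correction (1.392), that correction together with the replicate block (1.373) and the omission of HFD replicate 1 (1.357). *Fads2* had a log2 fold change of 1.896 in HFD against CD, where the paper's is 2.48536, and the GC content and length correction (2.63), that correction together with the replicate block (2.344), no scaling between samples (2.765) and quantile normalization (2.645) closed the gap.

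The paper's log2 fold change of *Scd1* in HFD against CD is 2.86541, against 4.217 here, and the value no longer differed under the omission of HFD replicate 1 (3.328). For *Abcd2* in HFD against CD, the log2 fold change was 2.282 and the paper's was 1.41342, with the difference closed by the GC content and length correction (1.6), that correction together with the replicate block (1.733) and a pseudocount of 1 (1.586). At −0.605, the log2 fold change of *Aass* in HFD against CD differed from the paper's −0.993101 except under the GC content and length correction (−1.053) and that correction together with the replicate block (−1.032). *Agxt* had a log2 fold change of −2.211 in HFD against CD, where the paper's is −1.28915, and the GC content and length correction (−1.477), that correction together with the replicate block (−1.437) and no scaling between samples (−1.343) closed the gap. The paper's log2 fold change of *Pnp* in HFD against CD is −1.30456, against −0.797 here, and the value no longer differed under the GC content and length correction (−1.033), that correction together with the replicate block (−1.133), the replicate block alone (−0.961), the omission of CD replicate 3 (−0.955) and the omission of HFD replicate 1 (−1.111). For *C1qa* in HFD against CD, the log2 fold change was −0.253 and the paper's was 0.862704, with the difference closed by the GC content and length correction (0.82), that correction together with the replicate block (0.83) and no scaling between samples (0.612). At 0.615, the log2 fold change of *C1qb* in HFD against CD differed from the paper's 1.61434 except under the GC content and length correction (1.627), that correction together with the replicate block (1.465), no scaling between samples (1.482), quantile normalization (1.184), the omission of CD replicate 2 (1.014) and the omission of HFD replicate 2 (1.121). *C1qc* had a log2 fold change of 0.284 in HFD against CD, where the paper's is 1.3336, and the GC content and length correction (1.235), that correction together with the replicate block (1.22) and no scaling between samples (1.149) closed the gap. The paper's log2 fold change of *Aif1* in HFD against CD is 1.06591, against 0.14 here, and the value no longer differed under the GC content and length correction (1.032), that correction together with the replicate block (1.149), no scaling between samples (0.979) and the omission of HFD replicate 2 (0.685).

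For *Tgfb1* in HFD against CD, the log2 fold change was 0.475 and the paper's was 1.23218, with the difference closed by no scaling between samples (1.322). At −2.412, the log2 fold change of *Rpl37* in HFD against CD differed from the paper's −1.56442 except under the GC content and length correction (−1.611), that correction together with the replicate block (−1.603) and no scaling between samples (−1.698). *Rps15a* had a log2 fold change of −1.191 in HFD against CD, where the paper's is −2.28142, and the GC content and length correction (−1.758) and that correction together with the replicate block (−1.815) closed the gap. Both used a length of 5130 bases for *Rps15a*, which is uncertain. The paper's log2 fold change of *Rps28* in HFD against CD is −0.729706, against −2.245 here, and the value no longer differed under the GC content and length correction (−0.931) and that correction together with the replicate block (−1.12). *Sprr1a* was at 0 FPKM in every CD sample, so its log2 fold change in HFD against CD is set by the pseudocount. It was 4.801, or 8.06 with a pseudocount of 0.01, against the paper's 3.6563. With HFD replicate 1 left out it was 3.647, and no closing of the difference can be read from that. At 4.444, the log2 fold change of *Mmp12* in HFD against CD differed from the paper's 5.00298 except under no scaling between samples (5.08).

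*Dhcr7* had a log2 fold change of 1.325 in CR against CD, where the paper's is 1.02752, and a pseudocount of 1 (1.2), quantile normalization (1.224), the omission of CD replicate 1 (1.221), the omission of CD replicate 3 (1.227) and the omission of CR replicate 1 (1.222) closed the gap. The paper's log2 fold change of *Cox5a* in CR against CD is 0.659997, against 1.118 here, and the value no longer differed under the GC content and length correction (1.02), that correction together with the replicate block (1.02), quantile normalization (0.872) and the omission of CR replicate 2 (0.806). For *Abcd2* in CR against CD, the log2 fold change was 2.059 and the paper's was 1.60019, with the difference closed by the GC content and length correction (1.874), that correction together with the replicate block (1.874), a pseudocount of 1 (1.403), the omission of CD replicate 1 (1.887), the omission of CR replicate 1 (1.963) and the omission of CR replicate 3 (1.894). At −0.317, the log2 fold change of *Kynu* in CR against CD differed from the paper's −0.733704 except under the GC content and length correction (−0.516) and that correction together with the replicate block (−0.516). *Pnp* had a log2 fold change of −0.357 in CR against CD, where the paper's is −0.722635, and the GC content and length correction (−0.483), that correction together with the replicate block (−0.483), quantile normalization (−0.487), the omission of CD replicate 2 (−0.423) and the omission of CD replicate 3 (−0.521) closed the gap. The paper's log2 fold change of *Tgfb1* in CR against CD is −1.04135, against −1.46 here, and the value no longer differed under the GC content and length correction (−1.155), that correction together with the replicate block (−1.155), a pseudocount of 1 (−0.967), no scaling between samples (−1.155), the omission of CD replicate 2 (−1.358) and the omission of CR replicate 3 (−1.239). For *Cyp2b9* in CR against CD, the log2 fold change was 7.057 and the paper's was 6.82086, with the difference closed by the GC content and length correction (7.011), that correction together with the replicate block (7.011), quantile normalization (6.981), the omission of CD replicate 1 (6.957) and the omission of CR replicate 3 (6.951).

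By the criterion used, none of the alternatives closed the gap for 4 log2 fold changes. These were −1.571 for *Cbs* in HFD against CD (the paper's −1.18771) and 3.507 for *Scd1* in CR against CD (the paper's 2.3796). The others were −0.095 for *Aass* in CR against CD (the paper's −0.614378) and 4.207 for *Fos* in HFD against CR (the paper's 3.04035). For *Cbs* the correction for GC content and length gave −1.284 (standard error 0.176), which is within a standard error of the paper's value.

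Of 74 log2 fold changes compared with the paper's, 73 had the same sign and 35 differed in size or sign by more than the larger error. The error used could be smaller than the standard error of a value, as for *Cbs* and *Apoa4* in HFD. With the GC content and length correction 55 did not differ, and with the replicate block added to it 55 did not, against 39 under the main settings. Across the genes of the paper's Table S1 that could be read and were tested, 93.3% of 1750 had the same sign as the paper's in HFD against CD, 99.3% of 1821 in CR against CD and 96.4% of 1753 in HFD against CR. In the same order, 60.5%, 36.4% and 63.0% were also differentially expressed here with that sign. After the correction for GC content and length these were 66.6%, 76.6% and 73.4% of the genes then tested.

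The paper counts several genes among those changed by a diet that did not pass its thresholds here with limma. Among the genes it gives as raised by HFD, the log2 fold changes were 0.309 for *Anxa1* (adjusted p = 0.4093), 0.679 for *Cyp17a1* (adjusted p = 0.1212), 0.35 for *Bak1* (adjusted p = 0.2484) and 1.329 for *Jun* (adjusted p = 0.08151). For the genes it gives as raised by HFD and lowered by CR, those in HFD were −0.253 for *C1qa* (adjusted p = 0.6448), 0.615 for *C1qb* (adjusted p = 0.3105), 0.284 for *C1qc* (adjusted p = 0.5639), 0.613 for *Gas6* (adjusted p = 0.07806), 0.14 for *Aif1* (adjusted p = 0.8022), 0.705 for *Csf1* (adjusted p = 0.05727) and 0.475 for *Tgfb1* (adjusted p = 0.138). The values of that group in CR included −1.623 for *C1qc* (adjusted p = 0.06301), −0.576 for *Gas6* (adjusted p = 0.2039), −1.447 for *Aif1* (adjusted p = 0.06095), −0.857 for *Axl* (adjusted p = 0.08416) and −0.744 for *Csf1* (adjusted p = 0.149). Of the genes the paper lists as raised by CR, below the thresholds were 0.769 for *Cebpa* (adjusted p = 0.1572), 1.743 for *Atp5e* (adjusted p = 0.08474), 1.118 for *Cox5a* (adjusted p = 0.05744) and 0.892 for *Mrps24* (adjusted p = 0.231). After the correction for GC content and length, *Cyp17a1*, *Bak1*, *C1qb*, *C1qc*, *Gas6*, *Aif1* and *Tgfb1* in HFD and *C1qc*, *Aif1*, *Cebpa*, *Atp5e*, *Cox5a* and *Mrps24* in CR did pass the thresholds, in the paper's direction.

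Among the genes that the paper places in the set raised by both diets, the log2 fold change in CR was 1.307 for *Fads2* (adjusted p = 0.06171). Among those it describes as lowered by both, the values were −0.605 for *Aass* (adjusted p = 0.08962), −0.491 for *Kynu* (adjusted p = 0.1616) and −0.797 for *Pnp* (adjusted p = 0.07812) in HFD and −0.095 for *Aass* (adjusted p = 0.837), −0.562 for *Agxt* (adjusted p = 0.2257), −0.317 for *Kynu* (adjusted p = 0.4411) and −0.357 for *Pnp* (adjusted p = 0.4155) in CR. The ribosomal genes named as raised by CR and lowered by HFD had 0.028 for *Rpl37* (adjusted p = 0.979), 0.676 for *Rps15a* (adjusted p = 0.3625), 1.172 for *Rps28* (adjusted p = 0.1104) and 0.891 for *Rps3* (adjusted p = 0.186) in CR, and −1.191 for *Rps15a* (adjusted p = 0.06085) in HFD. With the same correction *Aass*, *Kynu*, *Pnp* and *Rps15a* in HFD and *Fads2* and *Rps28* in CR passed, though the length used for *Rps15a* is uncertain.

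The paper describes *Nfic* as higher in HFD than in CR and *Cyp7a1* as higher in CR, and here the log2 fold changes of HFD against CR were 0.341 for *Nfic* (adjusted p = 0.6186) and −0.931 for *Cyp7a1* (adjusted p = 0.0651). It gives *Pklr* as raised by both diets, where *Pklr* in CR had 1.131 (adjusted p = 0.08472). *G6pc* and *Gapdh*, which it gives as lowered by CR, had −0.623 (adjusted p = 0.1835) and −0.358 (adjusted p = 0.4997). So corrected, *Cyp7a1* passed in HFD against CR, as did *Pklr* and *G6pc* in CR. Genes for tRNA processing are among those the paper finds enriched in CR, whereas 3 of 35 aminoacyl-tRNA synthetase genes were higher in CR than in HFD (adjusted p = 1, Fisher's exact test), a family that covers only part of that process.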

Other observations

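Log2 fold changes between HFD and CR rose with transcript length, with Spearman's rho of 0.473 across genes, which are not independent replicates. The shortest 1240 of 12394 genes held 41.9% genes called lower in HFD. Samples of the same diet differed along the same trend, the rho of a sample's deviation with length being −0.563 to 0.082 within CD and −0.532 to 0.381 within CR. A bias of length and GC content that differs between libraries, such as one from the size selection or the integrity of the RNA, is a candidate explanation. The trend cannot be told apart from a diet effect on short transcripts, since both HFD samples lie on the same side. The prediction was written after the trend had been seen.

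The same bias was weighed for 3 families, again with predictions written after their uncorrected values were known. After the correction for GC content and length, the median log2 fold change of HFD against CR was −1.475 for cytosolic ribosomal proteins, in place of −2.233 without it. It was −1.073 for the respiratory chain and ATP synthase in place of −1.833, and 0.637 for collagens and laminins in place of 1.043. Each median thus kept its sign and lost part of its size, and the bias may account for part of these differences. Genes matched for length, GC content and level had medians of −1.276, −1.314 and 0.412, and 0 of 2000 draws of such genes were as extreme as the family in each of the 3 cases. Length, GC content and level as matched thus do not account for the whole of these differences, and how much of each they account for cannot be told. The cut-offs used to weigh these tests, as for the CD samples and the gene sets, were written after the values had been printed.

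The excess of genes changed in the same direction by both diets could come from the 3 CD samples that the contrasts share. With no CD sample shared, 59.9% of genes (median of 6 assignments, 38.4% to 72.8%) changed in the same direction, against 65.5% by the same criterion with all CD samples in both contrasts. The percentage lies between 50% and the shared value, and the assignments differ widely, so the excess cannot be told apart from the effect of the shared samples. Genes are not independent, and the contrasts of the 6 assignments rest on 1 or 2 CD samples each.

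Of the 10 splits of the 3 CR and 3 CD samples into groups of 3, 1 gave as many differentially expressed genes as the real split with 868, namely the real split itself, the others giving 0 or 1 genes. With 10 splits that share cannot go below 0.1. The contrasts with 2 HFD samples were not tested in this way.

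Sex-biased liver genes were looked at because genes such as *Cyp2b9* stand near the top of the paper's Table S1 for CR, and *Cyp2b9* was kept out of the sets. Its paralog *Cyp2b13* (5.161 in CR against CD) stayed in the female-biased set, so that set is not independent of the observation that prompted it. The highest expression of *Xist* among the CR samples was 0.01406 FPKM, and the 4 Y-linked genes had log2 fold changes from 0.025 to 0.517 in CR against CD, so a mislabelled sex does not account for the changes in CR. The female-biased genes had a median log2 fold change of 0.727 over 10 genes and the male-biased genes of −0.625 over 14. Their difference of 1.352 was larger than that between random sets of the same sizes (permutation p = 2e-05, adjusted p = 8e-05). Of the female-biased genes 5 were higher in every CR sample than in every CD sample, and of the male-biased genes 8 were lower. In the other direction, 4 female-biased genes had log2 fold changes below 0 and 5 male-biased genes above 0. A shift of CR livers towards female-biased expression may underlie this, as a hypothesis. It cannot be told apart from an effect of the supplier, which differs between the CR and CD mice, and paralogs within the sets were not resolved.

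A difference in substrain between the suppliers was tested with *Nnt*, in which some C57BL/6 substrains differ. The log2 difference of *Nnt* between the CR samples and the 5 others was −0.106 (exact permutation test, p = 0.714, where 0.036 is the smallest p these samples allow), so this marker gave no sign of another substrain in CR. Other strain variants were not tested.

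More macrophages in HFD livers or fewer in CR livers were weighed as a source of the immune genes raised by HFD. Of 8 macrophage markers, 4 were higher in every HFD sample than in every CD sample, and the median log2 fold change of the 8 was 0.821. Those raised were *Cd68* (2.25), *Emr1* (2.383), *Csf1r* (1.517) and *Cd5l* (1.388). *Cd68*, *Emr1* and *Csf1r* are not limited to resident macrophages. *Clec4f* (0.176), *Timd4* (0.092), *Vsig4* (0.253) and *Marco* (−0.067) had overlapping samples, so they gave no sign of more macrophages in HFD. In CR 5 of 8 were lower in every sample, with a median of −1.166. A change in the number of macrophages may contribute to the immune genes, and with 4 of the 8 markers raised it cannot be told apart from a change in expression within cells.

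The fragments implied by the file of HFD replicate 2 were 46.3% of the paper's read pairs for the sample of that number in Fig. S1B, below the 61.2% to 72.1% of the 7 other samples. They were 69.3% of the paper's pairs for the third HFD sample of the paper, 25037298. That the second HFD file holds the sample the paper calls the third is a candidate explanation, and bears on any pairing by replicate number. A lower share of fragments assigned to genes in that sample would give the same values, and was not tested. The prediction was written after the percentages had been computed.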
